# Influence of postruminal casein infusion and exogenous glucagon-like peptide 2 administration on the jejunal mucosal transcriptome in cattle

**DOI:** 10.1371/journal.pone.0308983

**Published:** 2024-08-15

**Authors:** Ronald J. Trotta, Kendall C. Swanson, James L. Klotz, David L. Harmon

## Abstract

We previously demonstrated that postruminal casein infusion and exogenous glucagon-like peptide 2 (GLP-2) administration independently stimulated growth and carbohydrase activity of the pancreas and jejunal mucosa in cattle. The objective of the current study was to profile the jejunal mucosal transcriptome of cattle using next-generation RNA sequencing in response to postruminal casein infusion and exogenous GLP-2. Twenty-four Holstein steers [250 ± 23.1 kg body weight (BW)] received a continuous abomasal infusion of 3.94 g raw corn starch/kg of BW combined with either 0 or 1.30 g casein/kg of BW for 7 d. Steers received subcutaneous injections at 0800 and 2000 h to provide either 0 or 100 μg GLP-2/kg of BW per day. At the end of the 7-d treatment period, steers were slaughtered for collection of the jejunal mucosa. Total RNA was extracted from jejunal mucosal tissue, strand-specific cDNA libraries were prepared, and RNA sequencing was conducted to generate 150-bp paired-end reads at a depth of 40 M reads per sample. Differentially expressed genes (DEG), KEGG pathway enrichment, and gene ontology enrichment were determined based on the FDR-corrected *P*-value (*padj*). Exogenous GLP-2 administration upregulated (*padj* < 0.05) 667 genes and downregulated 1,101 genes of the jejunal mucosa. Sphingolipid metabolism, bile secretion, adherens junction, and galactose metabolism were among the top KEGG pathways enriched with upregulated DEG (*padj* < 0.05) in response to exogenous GLP-2 administration. The top gene ontologies enriched with upregulated DEG (*padj* < 0.05) in response to exogenous GLP-2 administration included nutrient metabolic processes, brush border and bicellular tight junction assembly, and enzyme and transporter activities. Exogenous GLP-2 administration increased or tended to increase (*padj* < 0.10) brush border carbohydrase (*MGAM*, *LCT*, *TREH*), hexose transporter (*SLC5A1*, *SLC2A2*), and associated transcription factor (*HNF1*, *GATA4*, *KAT2B*) mRNA expression of the jejunal mucosa. Gene ontologies and KEGG pathways that were downregulated (*padj* < 0.05) in response to exogenous GLP-2 were related to genetic information processing. Postruminal casein infusion downregulated (*padj* < 0.05) 7 jejunal mucosal genes that collectively did not result in enriched KEGG pathways or gene ontologies. This study highlights some of the transcriptional mechanisms associated with increased growth, starch assimilation capacity, and barrier function of the jejunal mucosa in response to exogenous GLP-2 administration.

## Introduction

In North American beef cattle and dairy cattle production systems, grain-based diets containing moderate to large proportions of starch are typically fed to increase the net energy concentration of the diet to allow for more efficient growth and improved product quality. Depending on grain source and processing methods, up to 40% of dietary starch intake can escape ruminal fermentation and flow to the small intestine for potential enzymatic digestion [1]. Enzymatic digestion of starch in the small intestine can be energetically more efficient than ruminal fermentation of starch because absorption and oxidation of glucose provides more energy to the host than the production and oxidation of short-chain fatty acids [2]. However, small intestinal starch digestibility in ruminants is potentially limited by inadequate production of pancreatic and/or small intestinal carbohydrases [3, 4].

In prior studies, postruminal casein infusion increased pancreatic mass [5], pancreatic α-amylase mRNA expression, activity, and secretion [5–10], small intestinal starch digestibility [11–17], and net portal glucose absorption [18] in ruminants. Exogenous glucagon-like peptide 2 (GLP-2) has been shown to increase small intestinal mucosal growth by activating intracellular signaling pathways which promote cell proliferation and survival and inhibit cell proteolysis and apoptosis [19–21]. In pre-term parenterally-fed neonatal pigs, exogenous GLP-2 increased jejunal sucrase-isomaltase and maltase-glucoamylase mRNA expression, as well as, jejunal maltase and sucrase activity [22]. These prior studies suggest that postruminal casein infusion and exogenous GLP-2 administration would have independent effects on pancreatic and small intestinal growth and carbohydrase activities necessary for small intestinal starch hydrolysis.

With the goal of independently stimulating pancreatic α-amylase activity and jejunal α-glucosidase activity, we recently evaluated the effects of postruminal casein infusion and exogenous GLP-2 administration on growth, cellularity, and enzyme activity of the pancreas and small intestine in cattle [23]. In accordance with our hypotheses, postruminal casein infusion and exogenous GLP-2 administration differentially stimulated the growth and enzyme activities of the pancreas and small intestinal mucosa in cattle abomasally infused with starch [23]. Postruminal casein infusion increased pancreatic mass, protein content, and α-amylase activity [23]. Exogenous GLP-2 administration increased jejunal mass, mucosal mass, DNA content, and α-glucosidase activity (sum of maltase, isomaltase, and glucoamylase activity) [23]. To better understand the hydrolytic limitations of small intestinal starch digestion in cattle, deeper investigations into the molecular mechanisms associated with increased jejunal growth and α-glucosidase activity are needed.

Understanding epithelial cell function during periods of compromised nutrient utilization by the gastrointestinal tract, such as limitations in small intestinal starch hydrolysis, is a key opportunity for future research [24]. Although there have been several investigations focused on adaptation of the ruminal epithelium to high-starch diets [25–29], there is limited research examining functional measurements of the small intestinal epithelium combined with high-throughput molecular-based techniques to ascribe important phenotypes of ruminant animal production. It was hypothesized that RNA sequencing analyses would lead to the discovery of novel transcriptional mechanisms affected by postruminal casein infusion and exogenous GLP-2 administration. Therefore, the objective of this experiment was to evaluate the effects of postruminal casein infusion and exogenous GLP-2 administration on transcriptomic pathways and functions of the jejunal mucosa using next-generation RNA sequencing.

## Materials and methods

All surgical, animal care, and experimental protocols were approved by the University of Kentucky Animal Care and Use Committee (2020–3479).

### Animals, diet, and abomasal catheterization surgery

The experimental design was previously described by Trotta [23]. Briefly, 24 Holstein steers [initial body weight (BW) = 250 ± 23.1 kg; 10–12 months of age] were initially housed in individual pens (3 m × 3 m) in the Intensive Research Building of the University of Kentucky C. Oran Little Agricultural Research Center in Versailles, KY. Before surgery, steers were deprived of feed (36 h) and water (12 h), fitted with temporary jugular vein catheters (Mila International Inc., Florence, KY), and received a subcutaneous injection of ceftiofur (6.6 mg/kg of BW) and intravenous injection of flunixin meglumine (1 mg/kg of BW). Steers were sedated by intravenous injection of xylazine (0.088 mg/kg of BW) with ketamine hydrochloride (1.76 mg/kg of BW), intubated, and anesthesia was maintained with isoflurane in O_2_ using a ventilator in left lateral recumbency. The depth of anesthesia was monitored through observations of eye reflex and heart rate throughout the surgery. Steers were surgically fitted with infusion catheters in the abomasum that were constructed of Tygon tubing (6.35-mm internal diameter; Saint-Gobain North America, Malvern, PA) [30]. Flunixin meglumine was administered intravenously 24-h post-surgery and steers were monitored for abnormal feed intake, fecal consistency, behavior, and mobility for 7 d, and rectal temperatures were monitored for 3 d post-surgery.

Steers were limit-fed 5.65 ± 0.468 kg of an alfalfa hay cube-based diet (82.9% alfalfa hay cubes, 16.2% finely ground corn, 0.45% trace mineral premix, 0.45% vitamin premix; 40.7% neutral detergent fiber, 33.3% acid detergent fiber, 15.4% crude protein; 13.8% total starch, 1.32 Mcal/kg net energy for maintenance) on a dry matter (DM) basis. The diet was formulated to supply 1.33 times the net energy required for maintenance and exceed requirements for vitamins, minerals, ruminally degradable protein, and metabolizable protein for a steer gaining 0.46 kg/d [31]. Rations were provided twice daily at 0800 and 2000 h in equal portions. Steers were adapted to the basal diet for at least 7 d before the start of the treatment period.

### Experimental design

Steers were transferred to metabolism stalls (1.2 m × 2.4 m) for the 7-d treatment period. Due to a limited number of stalls and infusion apparatus, steers were stratified by BW into 6 replicate blocks. Steers were then randomly assigned to one of four treatments within each replicate block. The experimental design was a randomized complete block design with a 2 × 2 factorial arrangement of treatments. All steers were abomasally infused with 3.94 ± 0.245 g raw corn starch · kg BW^-1^ · d^-1^. Along with raw corn starch, steers were abomasally infused with either water or 10% (wt:wt) sodium caseinate solution to provide 0 or 1.30 ± 0.299 g sodium caseinate · kg BW^-1^ · d^-1^. Additionally, steers received subcutaneous injection treatments in two equal portions daily at 0800 and 2000 h. Subcutaneous injection treatments were either vehicle (5 g/L bovine serum albumin (BSA) diluted in 9 g/L NaCl) or 100 μg GLP-2 in vehicle · kg BW^-1^ · d^-1^. This resulted in four treatments: 1) abomasal water + vehicle injection (control), 2) abomasal water + GLP-2 injection (GLP-2), 3) abomasal 10% sodium caseinate solution + vehicle injection (casein), and 4) abomasal 10% sodium caseinate solution + GLP-2 injection (casein + GLP-2). All steers received abomasal infusion and subcutaneous injection treatments for 7 d. The 7-d treatment period was chosen because postruminal casein infusion has been shown to increase small intestinal starch disappearance within 6 d [12] and acute (1 d) or chronic (10 d) exposure to GLP-2 at the same dosage level achieved pharmacological plasma concentrations of GLP-2 in cattle [32].

### Glucagon-like peptide 2 preparation and administration

Glucagon-like peptide 2 was synthesized (Alan Scientific Inc., Gaithersburg, MD) based on the native bovine sequence [33, 34]. The purity (96%) was quantified by the manufacturer using high-performance liquid chromatography. The GLP-2 solution was prepared to a final concentration of 5 mg/mL by dissolving GLP-2 in 5 g/L BSA in 9 g/L NaCl solution. Aliquots were frozen in 10 mL screw-cap tubes at -20°C until use. Intestinotrophic effects of GLP-2 are greater when GLP-2 was administered subcutaneously compared with intramuscular or intraperitoneal injections [35]. Therefore, treatments were administered subcutaneously in the neck region in front of the shoulder. Left and right lateral administration sites were alternated for morning and evening injections, respectively.

### Nutrient infusion preparation and techniques

Due to large inter- and intra-animal variability in postruminal starch flows when high-starch diets are fed to cattle [3, 36], postruminal starch flow was controlled via continuous abomasal infusion of starch. Raw corn starch (Clinton 185 Corn Starch; Archer Daniels Midland Company, Decatur, IL) was chosen as the starch source to facilitate the greatest limitations in small intestinal starch digestibility, as the action of pancreatic α-amylase and small intestinal α-glucosidases are required for complete hydrolysis to glucose. The chosen amount of infused raw corn starch was predicted to limit the extent of small intestinal starch disappearance [37] and mimic natural amounts of postruminal starch flow in cattle fed high-grain diets [38]. Additionally, infusion of 986 g of raw corn starch per day equates to 41.1 g/h, which does not cause diarrhea and appreciable amounts (10 to 15 g/h) of infused carbohydrate were expected to pass the ileocecal junction [39]. Sodium caseinate (AMCO Proteins, Burlington, NJ) was chosen as the protein source because of its relatively high solubility in water and because approximately 70–85% of luminal amino acids are transported across the apical membrane as small peptides [40]. The amount of casein was chosen relative to the amount of corn starch infused (1 part casein: 3 parts corn starch) and because previous experiments have demonstrated increased small intestinal starch disappearance [11, 15] and pancreatic α-amylase secretion [7] at similar levels.

Two containers of infusate suspensions per steer were prepared daily, immediately before infusion, for use over 12-h intervals. Infusate suspensions were maintained through continuous stirring via a stir bar with stir plate. Infusate suspensions (3.26 ± 0.109 kg) were prepared using the appropriate amount of raw corn starch, 5% (wt:wt) CrEDTA solution as an indigestible flow marker [41], and tap water every 12 h for each steer. A 10% (wt:wt) solution of sodium caseinate [42] was prepared with warm tap water in an insulated kettle (LEC-40; Legion Industries Inc., Waynesville, GA) using an industrial electric mixer (CDP3330; Baldor Electric Co., Ft. Smith, AR). The solution was mixed for at least 2 h and then was allowed to rest for 8 h to allow for air bubbles to escape [43]. The final solution was stored in 18.9-L buckets at -20°C until use. For casein treatments, the sodium caseinate solution replaced tap water in the infusate suspension. Corn starch and casein solute concentrations and abomasal infusion rates were similar to those reported by Kreikemeier [39] and Richards [15]. Abomasal infusion treatments were continuously infused (271 ± 9.08 g infusate/h) through Tygon tubing (3.18-mm internal diameter) using a multi-channel peristaltic pump (205U/CA; Watson-Marlow, Falmouth, United Kingdom). Infusion tubing was inserted into abomasal infusion catheters and secured with hose clamps. The amount infused was determined by the weight of the residual infusate after each 12-h period. The infusate containers were placed on top of a portable shelf (> 2 m height) to aid in the pumping of the suspension. Measures of fecal flow and postruminal starch disappearance from steers used in the current study were previously reported [23].

### Tissue collection

Upon completion of the 7-d infusion period, the infusion tubing was disconnected from abomasal infusion catheters and steers were transported to the University of Kentucky Meats Laboratory within 1 h. Steers were humanely stunned via captive bolt and exsanguinated. After slaughter, the viscera were rapidly removed and separated for individual weights and subsample collection. The pyloric and ileocecal junctions were cut to separate the small intestine from the abomasum and cecum, respectively, and the mesentery was cut to separate the entire small intestine from the viscera. The small intestine was measured in length by looping the intestine between pegs at either end of a 2.43-m board [44]. The small intestine was separated into the duodenum (0.1 to 1.1 m caudal to the pyloric sphincter), jejunum (proximal half of non-duodenal small intestine), and ileum (distal half of non-duodenal small intestine) [45]. After the small intestinal length was measured, digesta was gently removed from the lumen of the small intestine. Each intestinal section (duodenum, jejunum, ileum) was weighed and sampled (1 m) from the midpoint. Each 1-m segment was cut into three equidistant subsamples, everted, and rinsed in ice-cold saline. The first subsample was cut laterally, scraped with a glass microscope slide, and 200 mg of mucosa was weighed and preserved with RNAlater stabilization solution (Thermo Scientific Inc., Waltham, MA) in RNase-free tubes. Tubes were initially stored at 4°C for 24 h to allow for tissue penetration and then were transferred to -80°C storage, as recommended by the manufacturer. The second subsample was scraped as described previously and the mucosa was flash-frozen in liquid nitrogen in an aluminum pouch and stored at -80°C for cellularity and enzymatic analyses. The third subsample was weighed, mucosa scraped from the entire section, and then the isolated mucosa was weighed. Measures of small intestinal length and mass, cellularity, and enzyme activity were previously published [23].

### RNA isolation, library preparation, and sequencing

The jejunal mucosa was selected for RNA isolation and sequencing because small intestinal α-glucosidase activity (maltase, isomaltase, glucoamylase), Na^+^-dependent glucose uptake activity, and mRNA expression of intestinal glucose transporters (*SLC5A1* and *SLC2A2*) is greatest in the jejunum of cattle [44, 46, 47]. Additionally, relative mRNA expression of the GLP-2 receptor (*GLP2R*) is greater in the jejunum than other gastrointestinal tissues [48]. Approximately 200 mg of jejunal mucosal tissue was shipped for RNA extraction, library preparation, and RNA sequencing by Novogene Corporation Inc. (Sacramento, CA). Total RNA was extracted from jejunal mucosal tissue using TRIzol reagent (Thermo Fisher Scientific Inc., Waltham, MA). RNA concentration (1,003 ± 863 ng/μL) was measured at 260 nm using a microvolume UV-VIS spectrophotometer (NanoDrop; Thermo Fisher Scientific Inc., Waltham, MA) and purity was assessed using the 260/280 nm ratio (range = 1.8 to 2.2) for protein contamination and 260/230 nm ratio (≥ 1.8) for nucleic acid contamination. Samples were assessed for RNA integrity (mean ± standard deviation = 6.59 ± 1.30; range = 4.2 to 9; median = 7) using the RNA 6000 Nano Kit (Agilent Technologies Inc., Santa Clara, CA) and automated electrophoresis (2100 Bioanalyzer Instrument; Agilent Technologies Inc., Santa Clara, CA). One sample in the control treatment was not prepared for RNA sequencing due to low RNA integrity (RIN < 4).

Strand-specific cDNA library preparation was conducted by Novogene Corporation Inc. (Sacramento, CA). Messenger RNA was isolated from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was facilitated using divalent cations under elevated temperature in First Strand Synthesis Reaction Buffer (5X). First-strand cDNA was synthesized using random hexamer primer and Moloney murine leukemia virus reverse transcriptase and second-strand cDNA was synthesized using DNA polymerase I and RNAse H. Remaining overhangs were converted to blunt ends using exonuclease and polymerase activities. Three-prime ends of DNA fragments were adenylated and adaptors with hairpin loop structures were ligated for hybridization preparation. Library fragments were purified with AMPure XP System (Beckman Coulter Inc., Brea, CA) and 370–420 bp cDNA fragments were selected for PCR amplification. Polymerase chain reaction products were purified and assessed with the 2100 Bioanalyzer Instrument (Agilent Technologies Inc.). Strand-specific RNA sequencing was conducted NovaSeq 6000 Sequencing System (Illumina Inc., San Diego, CA) to generate 150-bp paired-end reads at an average depth of 55,666,406 reads per sample.

### Bioinformatic and statistical analyses

Raw reads were filtered to remove sequencing adaptors, low-complexity reads, and reads containing low-quality bases using fastp software [49]. Quality control scores (Q20 = 96.8 ± 0.370%; Q30 = 91.41 ± 0.831%) and GC content (47.9 ± 1.25%) were calculated. Paired-end clean reads were aligned to the *Bos taurus* reference genome (ARS-UCD1.2) using HISAT 2 (version 2.0.5) [50]. Mapped reads of each sample were assembled using StringTie (version 1.3.3b) [51] in a reference-based approach. There was an average of 40,644,458 uniquely mapped reads per sample (73.0% of total reads). Reads per gene were counted using featureCounts (version 1.5.0-p3) [52]. Quantification of each gene was calculated as the number of fragments per kilobase of transcript sequence per million base pairs sequenced (FPKM). Visualization of box plots, violin plots, and FPKM density plots confirmed that gene expression was distributed equally across each steer and that the FPKM density conformed to a negative binomial distribution. Differential gene expression (DEG) analysis was quantified using the DESeq2 R-package (version 1.20) [53].

The DEG analysis used the negative binomial generalized linear model to fit gene expression level as a negative binomial distribution and Wald statistics to perform hypothesis testing. Multiple testing adjustment of the *P*-values was performed using the Benjamini-Hochberg procedure for controlling the false discovery rate (FDR). Genes were identified as differentially expressed if the FDR-adjusted *P*-value (*padj*) was ≤ 0.05. Gene ontology and KEGG pathway enrichment analyses of DEGs were conducted using the clusterProfiler R-package [54]. Enrichment analyses were considered significant if the FDR-adjusted *P*-value was ≤ 0.05. Tendencies were declared when 0.05 < FDR-adjusted *P* ≤ 0.10. Changes in gene expression were classified as upregulated or downregulated based on the sign of the log2 fold change.

Initially, pairwise comparisons between each of the four treatments were assessed. However, casein did not generate DEG that collectively affected KEGG pathway or gene ontology enrichment compared with control. In addition, there were minimal effects that resembled a casein × GLP-2 treatment interaction when GLP-2 vs. casein + GLP-2 treatments were compared. Therefore, all subsequent data analyses were conducted to compare the main effects of postruminal casein infusion (n = 11 for water, n = 12 for casein) and exogenous GLP-2 administration (n = 11 for BSA, n = 12 for GLP-2).

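Counts of the jejunal mucosa from 6 steers infused with casein and 5 control steers were compared in an edgeR model of the 4 treatments, fitted to all 22 steers and 15086 genes. At an adjusted p of at most 0.05 (quasi-likelihood test, Benjamini-Hochberg adjustment), 0 genes differed between casein and control, and the smallest adjusted p was 0.554. Without adjustment, 854 genes had p of at most 0.05, of which 437 were higher and 417 lower with casein. Among the tests at the adjusted threshold, a DESeq2 Wald test on the same counts moved the result most, to 10 genes, with 5 higher and 5 lower. The count was 0 in each of the 22 edgeR fits that left out 1 steer.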

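Between casein + GLP-2 (n = 6) and GLP-2 (n = 5), 0 genes differed at an adjusted p of at most 0.05 in edgeR's quasi-likelihood test, while 398 had an unadjusted p of at most 0.05 (128 higher and 270 lower with casein). The smallest adjusted p from edgeR was 0.203. For the casein × GLP-2 interaction, edgeR also called 0 genes at the adjusted threshold, against 645 without adjustment, and the smallest adjusted p was 0.956. The GLP-2 injection was compared within each infusion in the same edgeR fit. GLP-2 differed from control in 0 genes after adjustment and 2103 before it, and casein + GLP-2 differed from casein in 0 and 3637. With the DESeq2 Wald test, the counts after adjustment were 5 for casein + GLP-2 against GLP-2, 2 for the interaction, 289 for GLP-2 against control and 891 for casein + GLP-2 against casein. The 5 genes between casein + GLP-2 and GLP-2 were GBP2 and ENSBTAG00000054260, higher with casein, and ENSBTAG00000047029, ENSBTAG00000039722 and ENSBTAG00000047783, lower. The interaction genes were ENSBTAG00000054260 and ENSBTAG00000039559, and GBP2 and these 2 were named after their values were seen. ENSBTAG00000054260 was also the 1 gene called by edgeR when only the casein + GLP-2 and GLP-2 steers were fitted. Its log2 fold change was 12.8 in that fit, and 27.1 (casein + GLP-2 against GLP-2) and 28.4 (interaction) in DESeq2. Such values are too large to be read as a size of change, and its counts in single steers were not looked at. The comparison of GLP-2 with control depended on single steers, since edgeR called 429 genes without control replicate 2, 118 without casein replicate 3 and 8 without control replicate 4.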

## Results

A complete description of differentially expressed genes, KEGG pathways, and gene ontologies can be found in supporting information (S1–S8 Files).

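RNA of the jejunal mucosa was sequenced from steers infused postruminally with raw corn starch (3.94 g per kg of BW per day) for 7 d, with casein (1.30 g per kg of BW per day) or water, and injected with GLP-2 (100 μg per kg of BW per day) or BSA vehicle. The authors aligned the reads with HISAT2 to the bovine genome, counted them on genes with featureCounts, and deposited the counts and the FPKM of 27570 genes for each steer. The counts of 22 steers were used here, which were 5 control, 5 GLP-2, 6 casein and 6 casein + GLP-2 steers. GLP-2 (n = 11) was therefore compared with BSA (n = 11), and casein (n = 12) with water (n = 10). A further GLP-2 steer, which makes up the paper's n = 12 for GLP-2 and n = 11 for water, was not analysed here.
Counts per steer had a mean of 14413624. They ranged from 11490049 to 20655744 for control (median 12091162), 10447886 to 28447810 for GLP-2 (median 14414062), 9003688 to 23666186 for casein (median 10766954) and 8809666 to 18569748 for casein + GLP-2 (median 12050039.5). The paper gives a mean of 40644458 uniquely mapped reads per sample, and the values here rest on the deposited counts. At least 1 count in any steer was present for 21855 genes.
Counts were normalized by edgeR's TMM method and are reported as CPM (counts scaled to a common library size), mean ± SD over steers. Genes with low counts were removed by filterByExpr, which left 13928 genes for GLP-2 against BSA and 14096 for casein against water. Each comparison pooled the steers over the other factor, as in the paper, without a covariate. Differential expression was tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a threshold of 0.05 and a tendency up to 0.1, after the paper's thresholds. Steers of 1 replicate block were not paired in these fits, and the block was tried as an alternative. For functions, 22 gene lists with 569 genes were tested as sets by camera in limma, with a preset correlation between genes of 0.01. The lists were written from general knowledge without the counts, but after the first part of the paper's supplementary tables of DEGs had been read.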

### Summary of results

A summary of the effects of exogenous GLP-2 administration on differentially expressed genes, KEGG pathways, and gene ontologies is presented in Table 1. 

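Of the 13928 genes tested, edgeR's quasi-likelihood test called 1881 between GLP-2 and BSA at an adjusted p of at most 0.05, of which 715 were higher and 1166 lower with GLP-2. The smallest adjusted p was 0.0171. An unadjusted p of at most 0.05 was reached by 4817 genes, 2296 higher and 2521 lower. The number called moved most, to 0, when the lymphoid follicle score of each steer (the mean log2 CPM of the B cell follicle list) entered the model as a covariate, where 390 genes had an unadjusted p of at most 0.05. It was also 0 in the fit with the replicate block and a correction for gene length, where the smallest adjusted p was 0.0515 and 4639 genes passed without adjustment. With the replicate block alone it was 689 (351 higher, 338 lower), and with the DESeq2 Wald test it was 2999 (1275 higher, 1724 lower). In limma on log2(FPKM + 1), which called 2092 genes, the higher genes outnumbered the lower ones (1210 and 882).
Leaving out 1 steer gave between 634 genes (without casein + GLP-2 replicate 3) and 3516 genes (without control replicate 2), and 10 of the 22 such fits stayed within 1.5 times the number with all steers.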

Exogenous GLP-2 administration upregulated (*padj* < 0.05) 667 DEGs, 26 KEGG pathways, 198 biological processes, 56 cellular components, and 60 molecular functions. 

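Among the genes with a symbol that were higher with GLP-2, MFSD11 (ENSBTAG00000018260, chromosome 19) had the smallest p. Its expression was 70.4 ± 8.42 CPM with GLP-2 and 44.3 ± 10.7 CPM with BSA (SD, n = 11 each), a log2 fold change of 0.67 (standard error 0.126, adjusted p = 0.0171, edgeR quasi-likelihood test). RDH11, PPARGC1A, GGTA1 and NNT followed, with log2 fold changes of 0.95, 0.94, 1.34 and 0.91. The genes with the smallest p among those lower with GLP-2 were CXCL13, CR2, MS4A1, EHD3 and CD79A, with log2 fold changes of -7.76, -5.68, -5.10, -4.41 and -3.40. CXCL13 (ENSBTAG00000008479, chromosome 6 from 92284631 to 92291191) was at 0.465 ± 0.615 CPM with GLP-2 and 101.4 ± 191.4 CPM with BSA (SD, n = 11 each), so that the SD among BSA steers exceeded their mean. In casein replicate 3, a BSA steer, log2 CPM of CXCL13 was 9.31, against at most 3.20 in the other casein steers, and casein + GLP-2 replicate 5 stood above its treatment. The adjusted p of CXCL13 from edgeR was 0.0171 (standard error 1.29 for the log2 fold change). All 10 genes stayed past the threshold in each fit without 1 steer and lost the call in the fit with both the block and gene length.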

Exogenous GLP-2 downregulated (*padj* < 0.05) 1,101 DEGs, 14 KEGG pathways, 270 biological processes, 105 cellular components, and 46 molecular functions. Postruminal casein infusion did not result (*padj* > 0.05) in any enriched KEGG pathways or gene ontologies of the jejunal mucosa.

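Camera in limma called 12 of the 22 gene lists between casein and water at the adjusted threshold, with the smallest value for cytosolic ribosomal proteins (78 genes, adjusted p = 5.58e-12, 75 of them lower with casein, median log2 fold change -0.27). No call was kept by fry, which rotates the residuals, or by camera with the correlation estimated from the data. Both gave 0 lists, and for the ribosomal list limma gave adjusted p = 0.654 and adjusted p = 0.626. No gene of any list passed the threshold on its own in edgeR's quasi-likelihood test, whether adjusted over all genes or over the list alone. Scores of the lists per steer, each the mean log2 CPM of its genes, gave a smallest adjusted p of 0.796 between casein and water (2-sided permutation test).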

**Table 1:** Summary of the effects of exogenous GLP-2 administration on the number of differentially expressed genes, KEGG pathways, and gene ontologies of the jejunal mucosa.

Analysis	Upregulated	Downregulated
Differentially expressed genes	667	1,101
KEGG pathways	26	14
Gene ontologies		
Biological processes	198	270
Cellular components	56	105
Molecular function	60	46

### Differentially expressed genes

Exogenous GLP-2 administration resulted in 1,768 DEGs (*padj* < 0.05) with 667 upregulated genes and 1,101 downregulated genes (Fig 1). Postruminal casein infusion resulted in 7 DEGs (*padj* < 0.05) with 0 upregulated genes and 7 downregulated genes in the jejunal mucosa. 

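Of 14096 genes tested between casein (n = 12) and water (n = 10), 0 had an adjusted p of at most 0.05 in edgeR's quasi-likelihood test. Without adjustment, 474 genes had p of at most 0.05 (215 higher and 259 lower with casein), and the smallest adjusted p was 0.994. At the adjusted threshold the count moved most with the DESeq2 Wald test, to 5 on the same genes and to 7 on all genes, an alternative chosen after the data had been seen. The 5 genes were CCR7, FCER2, ENSBTAG00000047029, CXCL13 and ENSBTAG00000039722, all lower with casein in DESeq2, and ENSBTAG00000047783 and ENSBTAG00000040367 joined them in the test on all genes. In edgeR, CXCL13 had the opposite direction, with a log2 fold change of 0.26 (standard error 1.47) at 54.3 ± 182.3 and 46.9 ± 79.2 CPM with casein and water. ENSBTAG00000039722 was named after its value was seen. In the 22 fits that left out 1 steer, edgeR called 0 genes.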

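ENSBTAG00000047029 (chromosome 11 from 47179770 to 47180201) was expressed at 20.7 ± 9.11 CPM with casein (SD, n = 12) and 44.7 ± 12.5 CPM with water (SD, n = 10). Its log2 fold change was -1.11 (standard error 0.236) with an adjusted p of 0.994 in edgeR's quasi-likelihood test. CCR7 was at 7.17 ± 15.3 and 16.0 ± 22.4 CPM, a log2 fold change of -1.14 (standard error 0.767). SFRP5 was at 5.31 ± 14.8 and 20.9 ± 42.7 CPM, a log2 fold change of -1.93 (standard error 1.15), with GLP-2 replicate 6 below the other GLP-2 steers. FCER2 was at 6.51 ± 19.5 and 11.0 ± 18.7 CPM, a log2 fold change of -0.72 (standard error 1.10). The adjusted p of CCR7, SFRP5 and FCER2 from edgeR was also 0.994, and the SD between steers exceeded the mean in both groups for each of them. The changes of these 3 genes rested on single steers. The log2 fold change of FCER2 was -3.64 without casein replicate 3 and 0.25 without control replicate 3, that of SFRP5 was -4.29 and -0.53 without these steers, and that of CCR7 was -2.56 without casein replicate 3 and -0.56 without control replicate 5. DESeq2 called ENSBTAG00000047029 (adjusted p = 0.0258), CCR7 (adjusted p = 0.0248) and FCER2 (adjusted p = 0.0248), in ranges over the alternatives of 0.0258 to 0.999, 0.0207 to 1.00 and 0.0248 to 1.00.
ENSBTAG00000047783, ENSBTAG00000040367 and C1QTNF2 were below the filter on low counts and were not tested by edgeR. They were at 0.186 ± 0.127 and 2.91 ± 2.44 CPM, 0.292 ± 0.176 and 22.2 ± 36.9 CPM and 0.00670 ± 0.0232 and 0.704 ± 1.28 CPM with casein and water. ENSBTAG00000040367 had 1465, 2328 and 622 counts in 3 of the 10 water steers, which held 98.9% of the water counts of this gene, and at most 10 counts in any casein steer. C1QTNF2 had at most 2 counts in any casein steer and at most 54 in a water steer. For ENSBTAG00000047783, the 3 water steers with most counts held 59% of them, and GLP-2 replicate 4 lay far below the other GLP-2 steers.

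**Figure D1:**
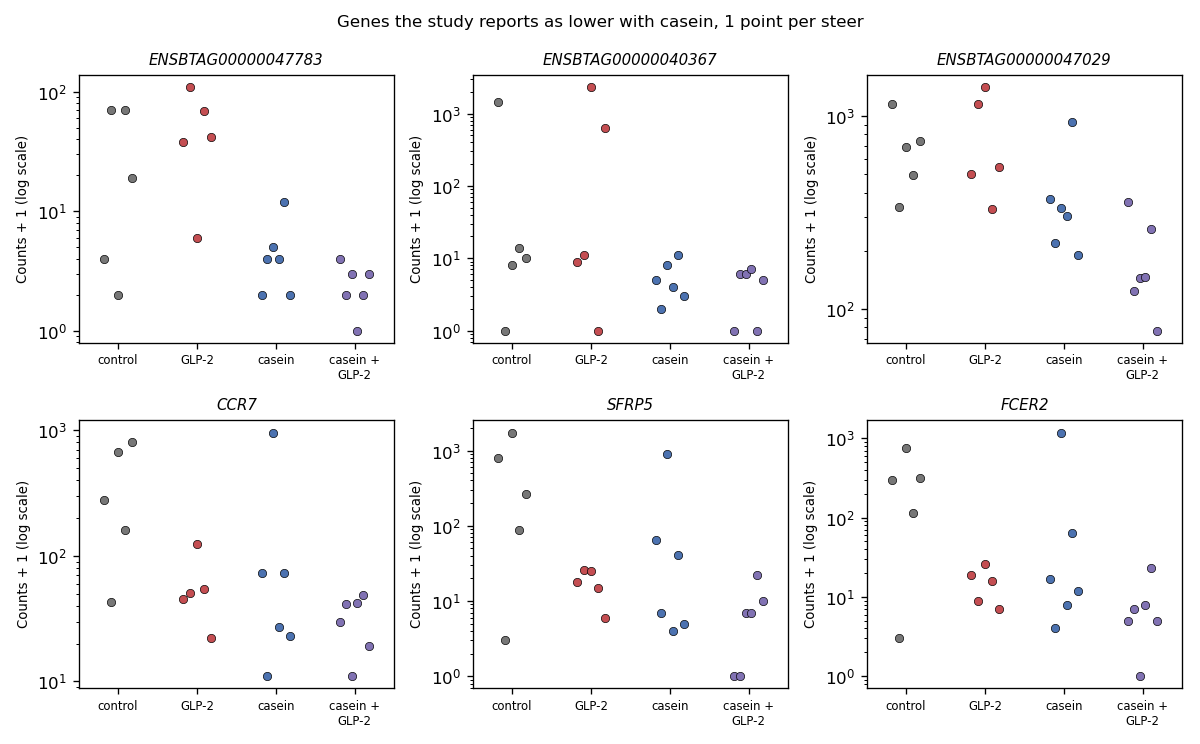
Deposited counts plus 1 of 6 genes (log scale) in each steer, grouped by the 4 treatments. For ENSBTAG00000040367, the steers with 1465, 2328 and 622 counts stand apart from the other water steers, and casein replicate 3 has 1178 counts of FCER2.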

Transcripts of the jejunal mucosa that were downregulated (*padj* < 0.05) with postruminal casein infusion include *ENSBTAG00000047783* (log2 fold change = −4.00), *ENSBTAG00000040367* (log2 fold change = −6.07), *ENSBTAG00000047029* (log2 fold change = −1.13), *CCR7* (C-C motif chemokine receptor 7; log2 fold change = −2.41), *SFRP5* (secreted frizzled related protein 5; log2 fold change = −4.11), *FCER2* (FC epsilon receptor II; log2 fold change = −3.48), and *C1QTNF2* (C1q and TNF related 2; log2 fold change = −5.41) (S4 File).

**Fig 1:**
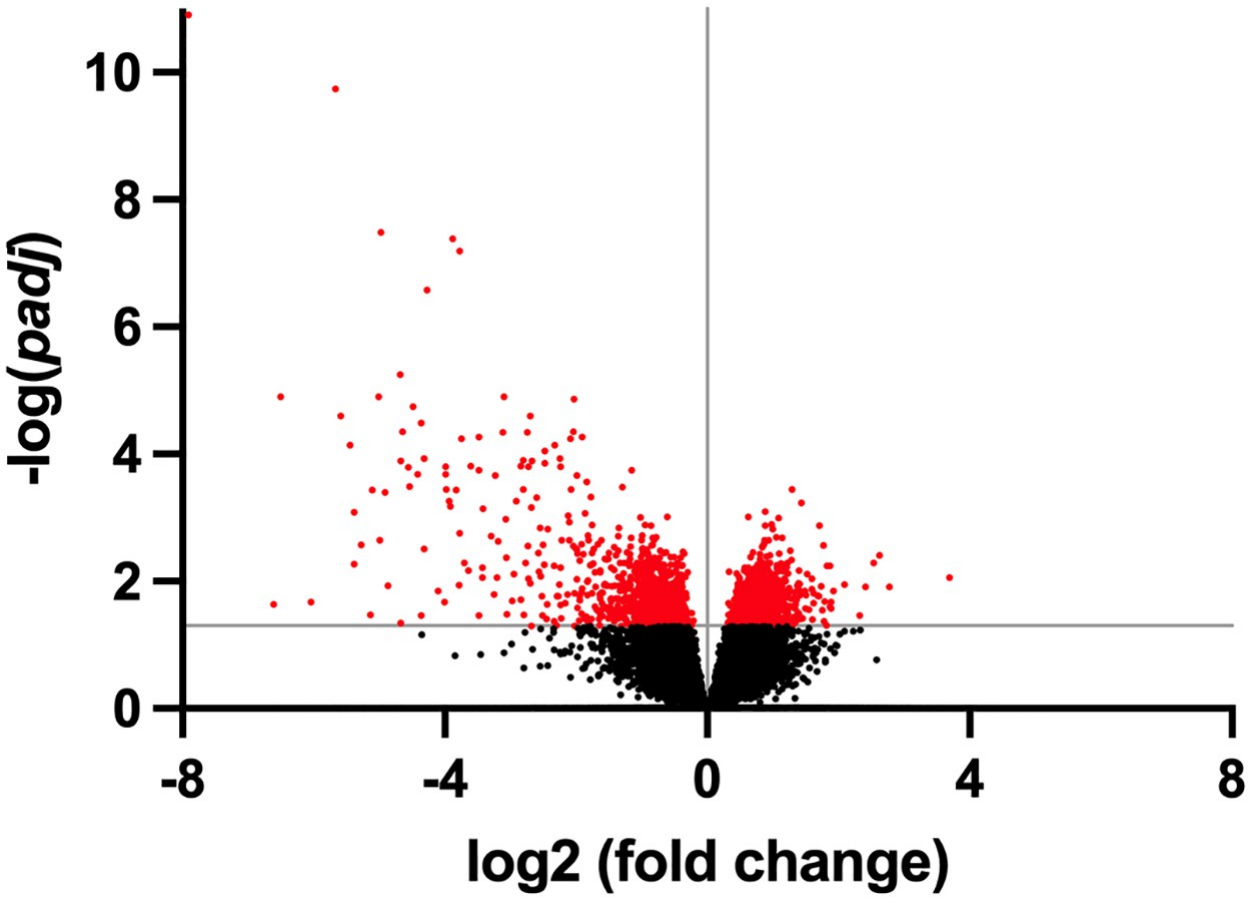
Volcano plot of jejunal mucosal genes influenced by exogenous GLP-2 administration. Data points highlighted in red were differentially expressed (*padj* < 0.05).

### Gene ontologies

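The paper's supplementary table names the genes behind each enriched term, and these were looked up among the genes tested between GLP-2 and BSA. As the study chose them on these samples, they are not independent evidence for a term. Of the 58 tested genes listed for the alcohol metabolic process, all were higher with GLP-2 and 21 passed the adjusted threshold in edgeR. For the sphingolipid metabolic process, all 37 were higher and 12 passed. In 277 of the 315 terms listed as higher the genes could be read in full, and every one tested was higher with GLP-2. A median of 37.5% of the genes of a term passed the adjusted threshold, and a median of 100% had an unadjusted p of at most 0.05.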

The top 10 biological processes that were upregulated (*padj* < 0.05) with exogenous GLP-2 administration were the alcohol metabolic process, sphingolipid metabolic process, organic hydroxy compound metabolic process, anion transport, cellular lipid catabolic process, monocarboxylic acid metabolic process, carbohydrate metabolic process, transition metal ion transport, small molecule catabolic process, and lipid catabolic process (Fig 2). The top 10 cellular components that were upregulated (*padj* < 0.05) with exogenous GLP-2 administration were apical junction complex, apical part of the cell, brush border, Golgi subcompartment, Golgi apparatus part, apical plasma membrane, the cluster of actin-based cell projections, cell-cell junction, occluding junction, and Golgi membrane. 

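Among the listed genes of cellular components, 21 of 40 tested genes of the apical junction complex passed the adjusted threshold in edgeR and all were higher with GLP-2. The counts were 11 of 33 for the brush border and 19 of 30 for the occluding junction, again with every tested gene higher. As a separate measure, the villus enterocyte list was higher with GLP-2 in all 23 genes (median log2 fold change 0.97, camera adjusted p = 1.01e-07, fry adjusted p = 0.0169, limma). On their own, 3 passed the threshold over all genes in edgeR and 11 when adjusted over the list alone. The score of this list was 9.21 ± 0.637 log2 CPM with GLP-2 and 7.99 ± 1.28 log2 CPM with BSA (SD, n = 11 each). Camera with an estimated correlation did not call it in limma (adjusted p = 0.308, range over the alternatives 5.37e-08 to 0.812).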

The top 10 molecular functions that were upregulated (*padj* < 0.05) with exogenous GLP-2 administration were hydrolase activity (hydrolyzing *O*-glycosyl compounds), hydrolase activity (hydrolyzing glycosyl bonds), anion transmembrane transporter activity, coenzyme binding, transition metal ion transmembrane transporter activity, lipid transporter activity, organic anion transmembrane transporter activity, active transmembrane transporter activity, UDP-glycosyltransferase activity, and cofactor binding.

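For the hydrolase activity on O-glycosyl compounds, 35 listed genes were tested, all higher with GLP-2, and 16 passed the adjusted threshold in edgeR. For UDP-glycosyltransferase activity, 31 were tested, all higher, and 10 passed.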

**Fig 2:**
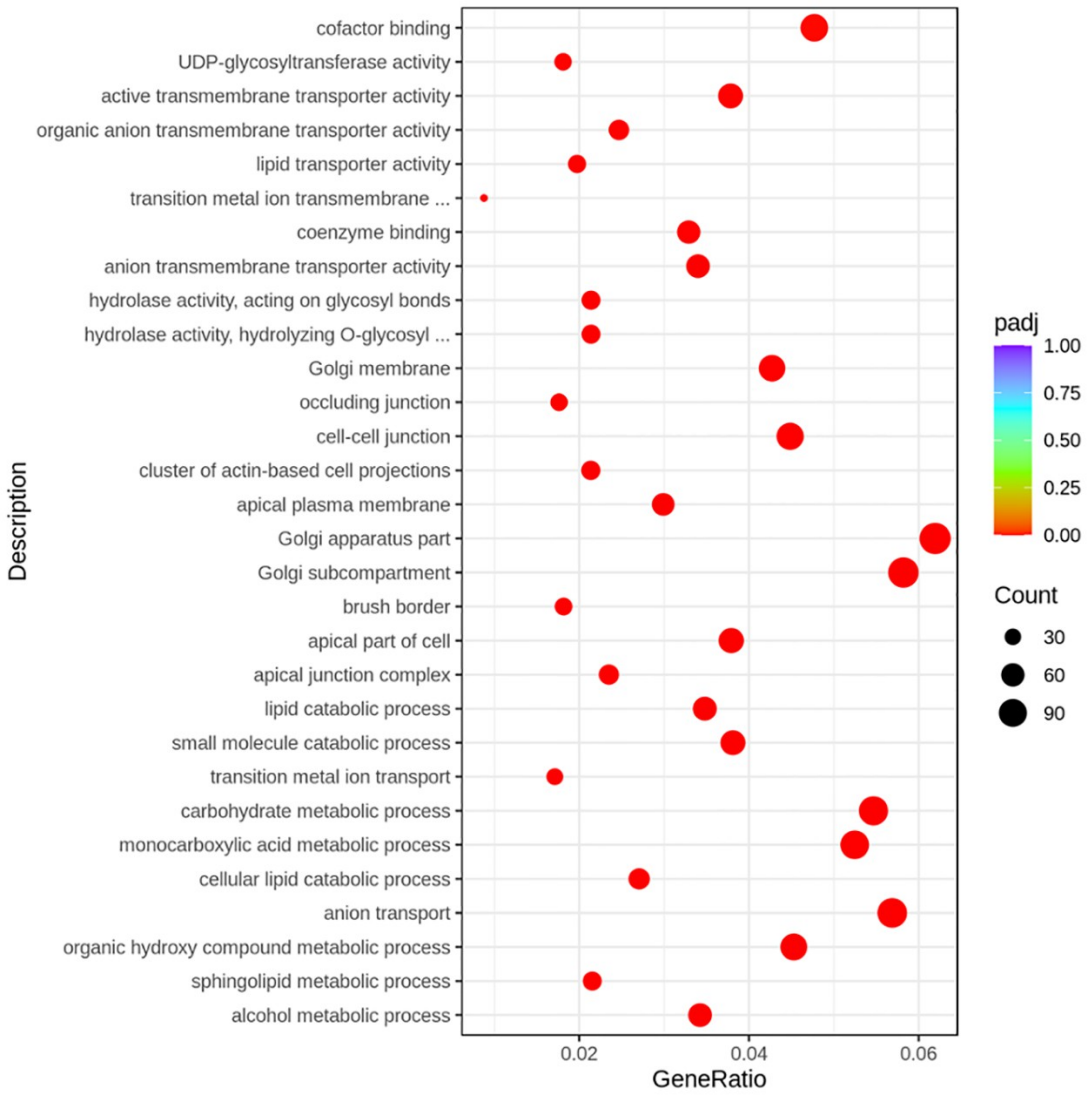
Top enriched gene ontology terms of the jejunal mucosa that were upregulated with exogenous GLP-2 administration. GeneRatio is the ratio of upregulated DEGs to all genes in a gene ontology. *Padj* is the probability value for hypergeometric test adjusted for Benjamini-Hochberg FDR correction.

The top 10 biological processes that were downregulated (*padj* < 0.05) with exogenous GLP-2 administration were ribonucleoprotein complex biogenesis, ribosome biogenesis, rRNA metabolic process, rRNA processing, ncRNA processing, ribosomal large subunit biogenesis, ribonucleoprotein complex assembly, ribosomal small subunit biogenesis, and ribonucleoprotein complex subunit organization (Fig 3). 

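The listed genes of the lower terms were looked up in the same way. For ribosomal large subunit biogenesis, 44 genes were tested, all lower with GLP-2, and 33 passed the adjusted threshold in edgeR. For ribosomal small subunit biogenesis, all 36 were lower and 28 passed. In 373 of 418 lower terms the listed genes could be read in full, and every one tested was lower with GLP-2. A median of 58.3% of the genes of a term passed the adjusted threshold, and a median of 98.3% had an unadjusted p of at most 0.05. The ribosome biogenesis list, with 42 tested genes, was lower with GLP-2 (median log2 fold change -0.57, camera adjusted p = 3.65e-12, fry adjusted p = 0.00818, limma). Of its genes, 20 passed the threshold over all genes in edgeR and 29 when adjusted over the list alone. Of the 45 genes written for this list, 14 were among the study's own lower DEGs as far as they were read, so that its test is not independent of them.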

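The 78 tested genes of cytosolic ribosomal proteins were all lower with GLP-2, with a median log2 fold change of -0.75. For this list, limma gave adjusted p = 3.03e-31 in camera and adjusted p = 0.00818 in fry, but adjusted p = 0.295 in camera with an estimated correlation between genes. In edgeR's quasi-likelihood test, 62 of them were lower at the adjusted threshold over all genes, and 70 when adjusted over the list alone. The list is not independent of the study, since 43 of its 79 genes were among the study's lower DEGs as far as they were read. The score of the list was 8.11 ± 0.407 log2 CPM with GLP-2 and 8.78 ± 0.477 log2 CPM with BSA (SD, n = 11 each, adjusted p = 0.00814, 2-sided permutation test). Reads can be shared between near-identical copies of these genes, and 73 of the 79 symbols matched 84 gene identifiers. Under the model with the follicle score, camera in limma still called the list (adjusted p = 3.35e-19), while fry in limma gave adjusted p = 0.681, in a range of 4.31e-31 to 0.681 over the alternatives. Of the genes listed in the supplementary table for the cytosolic small and large ribosomal subunits, 27 of 28 and 31 of 39 tested ones passed.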

The top 10 cellular components that were downregulated (*padj* < 0.05) with exogenous GLP-2 administration were ribosomal subunit, cytosolic ribosome, ribosome, cytosolic part, cytosolic large ribosomal subunit, preribosome, large ribosomal subunit, cytosolic small ribosomal subunit, and nucleolar part. The top 10 molecular functions that were downregulated (*padj* < 0.05) with exogenous GLP-2 administration were the structural constituent of ribosome, rRNA binding, translation factor activity (RNA binding), catalytic activity (acting on RNA), translation initiation factor activity, catalytic activity (acting on DNA), chromatin binding, snoRNA binding, histone binding, and helicase activity.

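Of the genes listed for rRNA binding, 21 of 29 tested ones passed the adjusted threshold in edgeR, all lower with GLP-2, and for helicase activity 22 of 32 did.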

**Fig 3:**
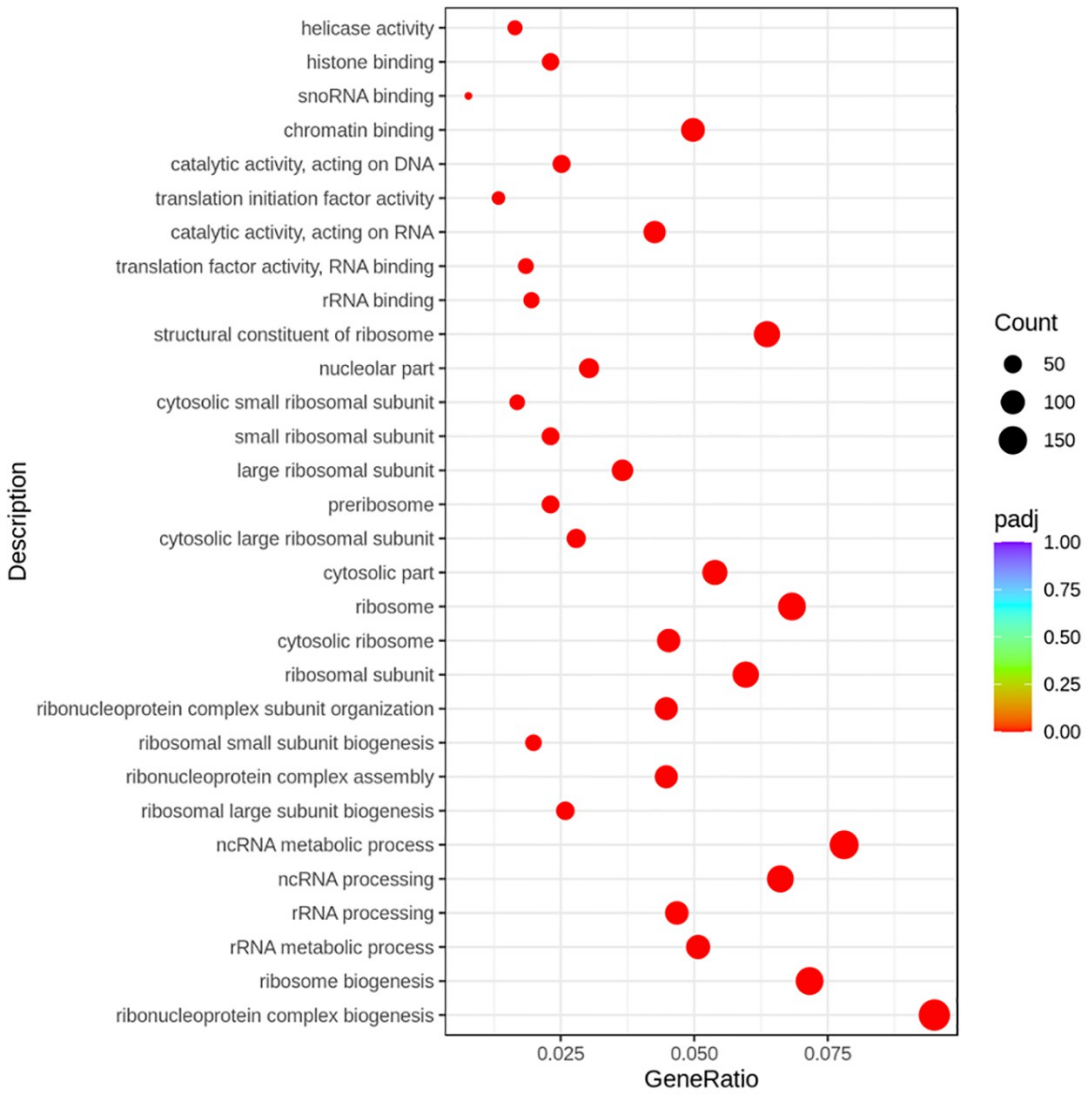
Top enriched gene ontology terms of the jejunal mucosa that were downregulated with exogenous GLP-2 administration. GeneRatio is the ratio of upregulated DEGs to all genes in a gene ontology. *Padj* is the probability value for hypergeometric test adjusted for Benjamini-Hochberg FDR correction.

### KEGG pathways

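The listed genes of the KEGG pathways higher with GLP-2 were all higher in the 26 pathways. The number past the adjusted threshold in edgeR was 10 of 23 tested genes for sphingolipid metabolism, 11 of 26 for adherens junction, 19 of 39 for tight junction and 9 of 28 for AMPK signaling. Over the pathways, a median of 35.9% of the listed genes passed, and a median of 100% had an unadjusted p of at most 0.05. As for the ontology terms, the enrichment rested on more genes (1021) than the paper's higher DEGs.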

The KEGG pathways that were upregulated (*padj* < 0.05) with exogenous GLP-2 administration were sphingolipid metabolism, adherens junction, bile secretion, galactose metabolism, vitamin digestion and absorption, mineral absorption, peroxisome, carbon metabolism, tight junction, other glycan degradation, starch and sucrose metabolism, retinol metabolism, lysosome, insulin resistance, ascorbate and aldarate metabolism, *N*-glycan biosynthesis, valine leucine and isoleucine degradation, glycerolipid metabolism, PPAR signaling pathway, and lysine degradation, protein digestion and absorption, AMPK signaling pathway, fat digestion and absorption, propanoate metabolism, gastric cancer, and various types of *N*-glycan biosynthesis (Table 2).

**Table 2:** Enriched KEGG pathways of the jejunal mucosa that were upregulated with exogenous GLP-2 administration^1^.

KEGG ID	Description	GeneRatio	BgRatio	*pvalue*	*padj*
bta00600	Sphingolipid metabolism	25/1,021	48/7,748	<0.0001	<0.0001
bta04520	Adherens junction	27/1,021	75/7,748	<0.0001	<0.0001
bta04976	Bile secretion	30/1,021	96/7,748	<0.0001	0.0003
bta00052	Galactose metabolism	14/1,021	30/7,748	<0.0001	0.0006
bta04977	Vitamin digestion and absorption	13/1,021	27/7,748	<0.0001	0.0006
bta04978	Mineral absorption	21/1,021	60/7,748	<0.0001	0.0006
bta4146	Peroxisome	27/1,021	89/7,748	<0.0001	0.0007
bta01200	Carbon metabolism	34/1,021	126/7,748	<0.0001	0.0008
bta04530	Tight junction	41/1,021	166/7,748	<0.0001	0.0011
bta00511	Other glycan degradation	10/1,021	19/7,748	<0.0001	0.0012
bta00500	Starch and sucrose metabolism	13/1,021	30/7,748	<0.0001	0.0012
bta00830	Retinol metabolism	19/1,021	57/7,748	<0.0001	0.0017
bta4142	Lysosome	34/1,021	133/7,748	<0.0001	0.0017
bta04931	Insulin resistance	29/1,021	107/7,748	<0.0001	0.0017
bta00053	Ascorbate and aldarate metabolism	10/1,021	23/7,748	0.0003	0.0068
bta00510	N-Glycan biosynthesis	16/1,021	50/7,748	0.0004	0.0083
bta00280	Valine, leucine and isoleucine degradation	16/1,021	51/7,748	0.0005	0.0099
bta00561	Glycerolipid metabolism	18/1,021	61/7,748	0.0006	0.0099
bta03320	PPAR signaling pathway	21/1,021	79/7,748	0.0010	0.0159
bta00310	Lysine degradation	18/1,021	65/7,748	0.0013	0.0204
bta04974	Protein digestion and absorption	23/1,021	92/7,748	0.0014	0.0204
bta04152	AMPK signaling pathway	28/1,021	120/7,748	0.0014	0.0204
bta04975	Fat digestion and absorption	14/1,021	46/7,748	0.0017	0.0225
bta00640	Propanoate metabolism	11/1,021	34/7,748	0.0030	0.0391
bta05226	Gastric cancer	30/1,021	140/7,748	0.0040	0.0479

^1^GeneRatio = ratio of upregulated DEGs to all genes in a KEGG term; BgRatio = background ratio, ratio of all genes concerning this KEGG term to all genes in the background KEGG database; *pvalue* = probability value for hypergeometric test; *padj* = probability value for hypergeometric test adjusted for Benjamini-Hochberg FDR correction.

The KEGG pathways that tended to be upregulated (*padj* < 0.10) with exogenous GLP-2 administration were citrate cycle (TCA cycle), amino sugar and nucleotide sugar metabolism, tryptophan metabolism, arginine biosynthesis, serotonergic synapse, pentose and glucoronate interconversions, fructose and mannose metabolism, glycolysis/gluconeogenesis, Hippo signaling pathway, ether lipid metabolism, ABC transporters, drug metabolism–cytochrome P450, pyruvate metabolism, porphyrin and chlorophyll metabolism, and protein processing in endoplasmic reticulum (Table 3).

**Table 3:** Enriched KEGG pathways of the jejunal mucosa that tended to be upregulated with exogenous GLP-2 administration^1^.

KEGG ID	Description	GeneRatio	BgRatio	*pvalue*	*padj*
bta00020	Citrate cycle (TCA cycle)	10/1,021	31/7,748	0.0047	0.0516
bta00520	Amino sugar and nucleotide sugar metabolism	14/1,021	51/7,7788	0.0048	0.0516
bta00380	Tryptophan metabolism	13/1,021	46/7,788	0.0049	0.0516
bta00220	Arginine biosynthesis	8/1,021	22/7,788	0.0049	0.0516
bta04726	Serotonergic synapse	23/1,021	102/7,788	0.0057	0.0579
bta00040	Pentose and glucuronate interconversions	10/1,021	32/7,788	0.0060	0.0586
bta00051	Fructose and mannose metabolism	11/1,021	37/7,788	0.0062	0.0586
bta00010	Glycolysis/Gluconeogenesis	17/1,021	69/7,788	0.0066	0.0606
bta04390	Hippo signaling pathway	31/1,021	152/7,788	0.0073	0.0658
bta00565	Ether lipid metabolism	14/1,021	54/7,788	0.0082	0.0704
bta02010	ABC transporters	16/1,021	65/7,788	0.0083	0.0704
bta00982	Drug metabolism–cytochrome P450	14/1,021	56/7,788	0.0114	0.0905
bta00860	Pyruvate metabolism	11/1,021	40/7,788	0.0116	0.0905
bta00860	Porphyrin and chlorophyll metabolism	11/1,021	40/7,788	0.0116	0.0905
bta04141	Protein processing in endoplasmic reticulum	35/1,021	183/7,788	0.0127	0.0968

^1^GeneRatio = ratio of upregulated DEGs to all genes in a KEGG term; BgRatio = background ratio, ratio of all genes concerning this KEGG term to all genes in the background KEGG database; *pvalue* = probability value for hypergeometric test; *padj* = probability value for hypergeometric test adjusted for Benjamini-Hochberg FDR correction.

Downregulated KEGG pathways (*padj* < 0.05) in response to exogenous GLP-2 administration include ribosome, RNA transport, DNA replication, ribosome biogenesis in eukaryotes, spliceosome, cell cycle, base excision repair, mismatch repair, nucleotide excision repair, primary immunodeficiency, RNA polymerase, Fanconi anemia pathway, B cell receptor signaling pathway, and leishmaniasis (Table 4).

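For 12 of the 14 lower pathways the listed genes could be read in full, and all of those tested were lower with GLP-2, with a median of 56.3% past the adjusted threshold in edgeR. The number was 19 of 26 for DNA replication, 21 of 33 for ribosome biogenesis in eukaryotes, 36 of 52 for the spliceosome and 27 of 45 for the cell cycle. It was 9 of 18 for base excision repair, 9 of 15 for mismatch repair, 10 of 19 for nucleotide excision repair, 6 of 13 for RNA polymerase and 9 of 18 for the Fanconi anemia pathway. For primary immunodeficiency it was 11 of 17, for B cell receptor signaling 10 of 19 and for leishmaniasis 6 of 13. The enrichment of these pathways rested on 1121 genes, more than the paper's number of lower DEGs.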

**Table 4:** Enriched KEGG pathways of the jejunal mucosa that were downregulated with exogenous GLP-2 administration^1^.

KEGG ID	Description	GeneRatio	BgRatio	*pvalue*	*padj*
bta03010	Ribosome	121/1,121	296/7,788	<0.0001	<0.0001
bta03013	RNA transport	72/1,121	187/7,788	<0.0001	<0.0001
bta03030	DNA replication	26/1,121	38/7,788	<0.0001	<0.0001
bta03008	Ribosome biogenesis in eukaryotes	35/1,121	76/7,788	<0.0001	<0.0001
bta03040	Spliceosome	56/1,121	170/7,788	<0.0001	<0.0001
bta04110	Cell cycle	47/1,121	143/7,788	<0.0001	<0.0001
bta03410	Base excision repair	18/1,121	33/7,788	<0.0001	<0.0001
bta03430	Mismatch repair	15/1,121	24/7,788	<0.0001	<0.0001
bta03420	Nucleotide excision repair	19/1,121	47/7,788	<0.0001	0.0004
bta05340	Primary immunodeficiency	20/1,121	60/7,788	0.0002	0.0051
bta03020	RNA polymerase	13/1,121	32/7,788	0.0003	0.0068
bta03460	Fanconi anemia pathway	18/1,121	53/7,788	0.0003	0.0068
bta04662	B cell receptor signaling pathway	29/1,121	109/7,788	0.0006	0.0133
bta05140	Leishmaniasis	28/1,121	106/7,788	0.0008	0.0173

^1^GeneRatio = ratio of downregulated DEGs to all genes in a KEGG term; BgRatio = background ratio, ratio of all genes concerning this KEGG term to all genes in the background KEGG database; *pvalue* = probability value for hypergeometric test; *padj* = probability value for hypergeometric test adjusted for Benjamini-Hochberg FDR correction.

### mRNA expression of jejunal carbohydrases, hexose transporters, and transcription factors

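SI (ENSBTAG00000006975, chromosome 1) was expressed at 1062 ± 389.8 CPM with GLP-2 and 639.8 ± 469.6 CPM with BSA (SD, n = 11 each), a log2 fold change of 0.74 (standard error 0.325, adjusted p = 0.112, edgeR quasi-likelihood test). Among casein + GLP-2 steers, replicate 6 stood apart, at 9.52 log2 CPM against 10.06 to 10.34 in the others. MGAM (ENSBTAG00000046152, chromosome 4) was at 1167 ± 557.8 and 480.7 ± 458.2 CPM, a log2 fold change of 1.29 (standard error 0.501, adjusted p = 0.0768, edgeR quasi-likelihood test). Both calls depended on the test and on single steers. SI was within the range of a tendency in edgeR with the replicate block (adjusted p = 0.0907). SI passed the threshold in limma on log2(FPKM + 1) (adjusted p = 0.0481, range over the alternatives 0.0481 to 1) and in edgeR without casein replicate 6 (adjusted p = 0.0169). MGAM passed with DESeq2 (adjusted p = 0.0301, range 0.0292 to 1), and in edgeR without casein replicate 6 (adjusted p = 0.0296) or without control replicate 2 (adjusted p = 0.0367).

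**Figure D2:**
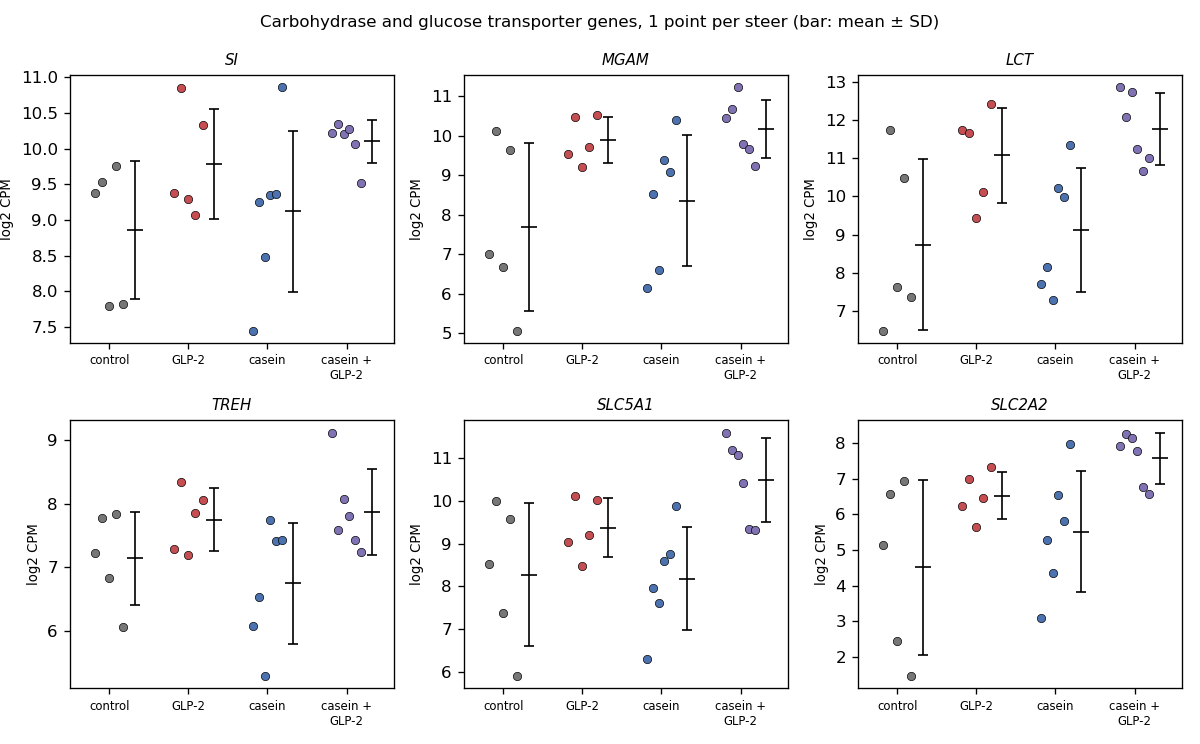
Log2 CPM of SI, MGAM, LCT, TREH, SLC5A1 and SLC2A2 in each steer by treatment. Means of CPM over the GLP-2 and BSA steers were 1062 and 639.8 for SI and 3531 and 976.2 for LCT.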

Exogenous GLP-2 administration did not influence (*padj* = 0.17) *SI* mRNA expression in the jejunum but tended to increase (*padj* = 0.07) jejunal *MGAM* mRNA expression (Table 5). 

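LCT (ENSBTAG00000015170, chromosome 2) was at 3531 ± 2294 CPM with GLP-2 and 976.2 ± 1123 CPM with BSA (SD, n = 11 each), a log2 fold change of 1.87 (standard error 0.590, adjusted p = 0.0407, edgeR quasi-likelihood test). With the replicate block edgeR lost the call (adjusted p = 0.0576, range over the alternatives 0.0131 to 1), as did 13 of the 22 fits without 1 steer. TREH (ENSBTAG00000016202, chromosome 15) was at 244.0 ± 117.7 and 139.1 ± 67.2 CPM, a log2 fold change of 0.82 (standard error 0.282, adjusted p = 0.0524, edgeR quasi-likelihood test), above the threshold and within the range of a tendency. TREH passed with DESeq2 (adjusted p = 0.0248) and in edgeR on genes with at least 10 counts in every steer (adjusted p = 0.0428), in a range of 0.0248 to 1 over the alternatives. It also passed in 7 of the 22 fits without 1 steer.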

Jejunal *LCT* and *TREH* mRNA expression were increased (*padj* < 0.05) with exogenous GLP-2 administration. 

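SLC5A1 (ENSBTAG00000012851, chromosome 17) was at 1257 ± 889.8 CPM with GLP-2 and 423.3 ± 337.9 CPM with BSA (SD, n = 11 each), a log2 fold change of 1.58 (standard error 0.461, adjusted p = 0.0314, edgeR quasi-likelihood test). With the replicate block edgeR gave adjusted p = 0.0509 (range over the alternatives 0.00475 to 1), and 5 of the 22 fits without 1 steer also lost the call. SLC2A2 (ENSBTAG00000005386, chromosome 1) was at 159.0 ± 88.8 and 66.4 ± 73.6 CPM, a log2 fold change of 1.27 (standard error 0.548, adjusted p = 0.106, edgeR quasi-likelihood test). It was within the range of a tendency in edgeR with the replicate block (adjusted p = 0.0631). It passed in limma on log2(FPKM + 1) (adjusted p = 0.0336, range over the alternatives 0.0336 to 1) and in edgeR without casein replicate 6 (adjusted p = 0.0249).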

Exogenous GLP-2 administration increased (*padj* = 0.01) the jejunal mRNA expression of *SLC5A1* and tended to increase (*padj* = 0.09) the jejunal mRNA expression of *SLC2A2*. Jejunal *SLC2A5* and *CDX2* mRNA expression were not influenced (*padj* > 0.15) by exogenous GLP-2 administration. 

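SLC2A5 is the symbol of 2 gene identifiers in the annotation. ENSBTAG00000034323 on chromosome 16 had a log2 fold change of 1.71 (standard error 0.904, adjusted p = 0.182, edgeR quasi-likelihood test), and adjusted p = 0.0986 in edgeR with the replicate block. GLP-2 replicate 3, at -1.05 log2 CPM against at least 3.37, and casein + GLP-2 replicate 1, at -1.45 against at least 4.01, stood far below the other steers of their treatments. ENSBTAG00000007302 on chromosome 14 had a log2 fold change of 0.52 (standard error 0.459, adjusted p = 0.425, edgeR quasi-likelihood test). Its direction was reversed in limma on log2(FPKM + 0.1), at -0.03, and casein + GLP-2 replicate 4 stood far below its treatment. CDX2 (ENSBTAG00000001819, chromosome 12) was at 137.7 ± 31.6 CPM with GLP-2 and 106.0 ± 37.3 CPM with BSA (SD, n = 11 each), a log2 fold change of 0.38 (standard error 0.184, adjusted p = 0.143, edgeR quasi-likelihood test), and passed the threshold in none of its 14 alternatives.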

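GATA4 (ENSBTAG00000005425, chromosome 8) was at 254.3 ± 69.8 CPM with GLP-2 and 173.8 ± 70.2 CPM with BSA (SD, n = 11 each), a log2 fold change of 0.56 (standard error 0.212, adjusted p = 0.0728, edgeR quasi-likelihood test). GATA4 passed with DESeq2 (adjusted p = 0.0495, range over the alternatives 0.0495 to 1), and with the follicle score as covariate its log2 fold change was -0.03.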

Exogenous GLP-2 increased (*padj* < 0.01) or tended to increase (*padj* = 0.08) the mRNA expression of genes encoding the transcriptional coactivators, *HNF1A* and *GATA4*. Jejunal *KAT2B* mRNA expression was upregulated (*padj* = 0.01) by exogenous GLP-2 administration.

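KAT2B (ENSBTAG00000000746, chromosome 1) was at 55.4 ± 15.6 CPM with GLP-2 and 35.9 ± 8.50 CPM with BSA (SD, n = 11 each), a log2 fold change of 0.63 (standard error 0.160, adjusted p = 0.0230, edgeR quasi-likelihood test).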

**Table 5:** Effects of exogenous GLP-2 administration on mRNA expression of genes encoding brush border carbohydrases, intestinal glucose transporters, and transcriptional regulators of carbohydrate-responsive genes^1^.

Ensembl ID	Name	Gene symbol	log2 fold change	*pvalue*	*padj*
ENSBTAG00000006975	Sucrase-isomaltase	*SI*	0.6363	0.0573	0.1789
ENSBTAG00000046152	Maltase-glucoamylase	*MGAM*	1.1820	0.0120	0.0732
ENSBTAG00000015170	Lactase	*LCT*	1.7571	0.0021	0.0287
ENSBTAG00000016202	Trehalase	*TREH*	0.7545	0.0065	0.0532
ENSBTAG00000012851	Solute carrier family 5 member 1	*SLC5A1*	1.4867	0.0004	0.0139
ENSBTAG00000005386	Solute carrier family 2 member 2	*SLC2A2*	1.1797	0.0178	0.0913
ENSBTAG00000034323	Solute carrier family 2 member 5	*SLC2A5*	1.7994	0.0618	0.1870
ENSBTAG00000001819	Caudal type homeobox 2	*CDX2*	0.3684	0.0468	0.1586
ENSBTAG00000021795	HNF1 homeobox A	*HNF1A*	0.9297	0.0001	0.0065
ENSBTAG00000005425	GATA binding protein 4	*GATA4*	0.5157	0.0147	0.0822
ENSBTAG00000006567	Lysine acetyltransferase 2B	*KAT2B*	0.5998	0.0002	0.0109

^1^*pvalue* = probability value for hypergeometric test; *padj* = probability value for hypergeometric test adjusted for Benjamini-Hochberg FDR correction.

## Discussion

### Influence of postruminal casein infusion on the jejunal transcriptome

To our knowledge, this is the first study that has evaluated the effects of postruminal casein infusion on the jejunal mucosal transcriptome in ruminants. Several plausible explanations exist as to why postruminal casein infusion for 7 d did not affect the jejunal transcriptome in the current study. The basal diet was formulated to exceed net energy and metabolizable protein requirements, whereas effects of postruminal casein infusion might have been detected if dietary energy or protein was limiting. For example, small intestinal starch disappearance increased by 37.6 percentage units (from 54.9% to 92.5%) when postruminal casein was added to a protein-free diet [55]. By comparison, postruminal casein infusion only increased small intestinal starch disappearance by a maximum of 10.2 percentage units when dietary metabolizable protein requirements were met [12]. Supporting this concept, a recent review summarized the effects of postruminal casein infusion from 51 studies and concluded that casein increased DM intake when metabolizable protein supply was deficient and that casein had no effect or decreased DM intake when metabolizable protein supply was in excess [56]. Therefore, it is possible that the lack of transcriptomic response to postruminal casein infusion was due to the positive energy and metabolizable protein balance of steers in the current study.

The method of nutrient administration, time to collect jejunal samples after infusion termination, and approach used to measure gene expression could have influenced the outcome of the current experiment. In the current study, casein was delivered continuously via postruminal infusion for 7 d. It is possible that the continuous postruminal infusion of casein masked effects that would be observed with a single pulse dose or multiple pulse doses per day. Previous research demonstrated that the timing of sampling in relation to luminal nutrient flow is important for detecting DEGs in the intestinal mucosa of cattle [57]. Li [57] found that the number of DEGs in duodenal mucosa decreased from 1490 DEGs to 482 DEGs 24 h after terminating the postruminal infusion of partially hydrolyzed starch. Small intestinal transit time is approximately 3 h in cattle [12] and all steers in the current study were slaughtered within a maximum of 3 to 4 h after termination of the 7-d postruminal infusion. Therefore, it is possible that the final portion of luminal casein had passed the jejunum by the time samples were collected for analysis. Because the intestinal mucosa is a heterogeneous tissue with numerous cell types [24], approaches using single-cell RNA sequencing technology could potentially detect DEGs of lowly expressed cell populations, such as enteroendocrine cells, that were likely underrepresented in the current study [58].

A common finding between the current study and Li [57] is that 7-d postruminal infusion of partially hydrolyzed starch or raw corn starch with casein does not influence many functions of the intestinal epithelium. Although previous research detected 1490 DEGs, the enrichment analyses showed that DEGs found after 7-d of postruminal partially hydrolyzed starch infusion only affected a few, generic gene ontologies of the duodenal mucosa (such as biological process, cellular process, molecular function, binding) [57]. Likewise, postruminal infusion of casein did not result in any enriched KEGG pathways or gene ontologies in the jejunal mucosa in the current study. These findings collectively suggest that continuous postruminal infusion of starch or starch with casein for 7 d does not influence the transcriptome of the intestinal mucosa in cattle.

Increased small intestinal starch disappearance, pancreatic mass, and α-amylase activity have been consistent responses to postruminal casein infusion in ruminants [5–15, 17, 23, 55, 59]. 

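The 4 brush border carbohydrases SI, MGAM, LCT and TREH were also compared between casein (n = 12) and water (n = 10) in edgeR. Log2 fold changes were 0.27 for SI (standard error 0.352), 0.33 for MGAM (0.557), 0.39 for LCT (0.682) and 0.03 for TREH (0.322). The smallest adjusted p of the 4 from edgeR's quasi-likelihood test was 0.994.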

Notably, the lack of jejunal transcriptomic response in the current study indicates that increasing pancreatic α-amylase activity via 7-d postruminal casein infusion does not increase the mRNA expression of jejunal brush border carbohydrases. These findings support the previously proposed concept that carbohydrases of the bovine pancreas and small intestinal mucosa do not coordinate a response to luminal nutrient flows [23]. Factors mediating the positive response of increased small intestinal starch digestion to postruminal casein may include increasing pancreatic α-amylase activity [23], increasing the digestion of other nutrients [7, 13, 16], stimulating microbial activity [60–62], changing passage rate [62], or fostering chemical interactions with starch in the small intestinal lumen [63, 64].

### Effects of exogenous GLP-2 on transcriptional mechanisms associated with jejunal mucosal growth

A schematic of the functional and transcriptomic effects of exogenous GLP-2 on the jejunum in cattle is summarized (Fig 4). Exogenous GLP-2 administration for 7 d increased jejunal mucosal mass, mucosal DNA content, and mucosal protein content of steers used in the current study by 45.6%, 32.6%, and 42.8%, respectively [23]. Exogenous GLP-2 administration also increases jejunal villus height, crypt depth, and crypt cell proliferation in cattle [32]. After GLP-2 binds to its receptor, it is generally thought that independent actions of insulin-like growth factor 1 (IGF-1) and epidermal growth factor (EGF) are critical downstream mediators of increased cellular proliferation [65–68]. These mediators are thought to lead to activation of Wnt/β-catenin and PI3K/Akt signaling pathways to increase cellular proliferation and differentiation [65, 69]. Currently, there are no annotations of GLP-2 receptor signaling pathways in the KEGG pathway or gene ontology databases. Nevertheless, several transcripts associated with EGF receptor signaling (*ERBB2*, *ERBB3*), insulin signaling (*INSR*, *IRS2*), Wnt/β-catenin signaling (*WNT1*, *WNT8B*, *WNT11*, *FZD3*, *FZD5*, *DVL1*, *GSK3B*, *CTNNB1*, *TCF7L2*) and PI3K/Akt signaling (*PDPK1*) pathways were upregulated with exogenous GLP-2 administration. These data suggest that part of the increase in jejunal mucosal growth of steers exposed to exogenous GLP-2 in the current study might have occurred through the activation of GLP-2 receptor signaling pathways.

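Of these 14 transcripts, 12 were tested between GLP-2 and BSA (n = 11 each), and all had a positive log2 fold change, from 0.45 to 1.25. In edgeR's quasi-likelihood test, 5 passed the adjusted threshold, which were ERBB2 (log2 fold change 0.86, adjusted p = 0.0202), ERBB3 (1.12, adjusted p = 0.0189), INSR (1.14, adjusted p = 0.0189), WNT11 (0.57, adjusted p = 0.0455) and FZD5 (1.25, adjusted p = 0.0241). With the replicate block in edgeR, WNT11 (adjusted p = 0.0543) and FZD5 (adjusted p = 0.0509) lost the call and GSK3B, listed as GSK3beta, gained it (adjusted p = 0.0494, against adjusted p = 0.0550 without the block). Over the alternatives, the adjusted p ranged from 0.0251 to 1 for WNT11, 0.00393 to 1 for FZD5 and 0.0370 to 1 for GSK3B. CTNNB1 (adjusted p = 0.0523), DVL1 (adjusted p = 0.0894) and PDPK1 (adjusted p = 0.0701) were tendencies in edgeR, while IRS2 (adjusted p = 0.109), FZD3 (adjusted p = 0.119) and TCF7L2 (adjusted p = 0.100) lay above that range. With the block in edgeR, TCF7L2 was a tendency (adjusted p = 0.0764) and DVL1 was not (adjusted p = 0.107). WNT11 lost the call in 16 of the 22 fits without 1 steer, and ERBB2, ERBB3, INSR and FZD5 in 0. Single steers also decided calls that were gained, since CTNNB1 and GSK3B each passed in 6 of these fits, IRS2, DVL1 and PDPK1 passed without control replicate 2 and TCF7L2 without casein replicate 6. Single steers stood apart from their treatment for WNT11 (GLP-2 replicate 1 and casein replicate 3), DVL1 (GLP-2 replicate 1) and FZD3 (control replicate 3). With DESeq2, CTNNB1 (adjusted p = 0.0252), GSK3B (adjusted p = 0.0370) and PDPK1 (adjusted p = 0.0422) passed, in ranges for CTNNB1 and PDPK1 of 0.0252 to 1 and 0.0359 to 1.
WNT1, at 1.37 ± 1.18 CPM with GLP-2 and 0.448 ± 0.386 CPM with BSA (SD, n = 11 each), was below the filter on low counts. WNT8B had at most 6 counts in a steer and 0 in every BSA steer, and was not tested. The receptor gene GLP2R (ENSBTAG00000005052, chromosome 19) was at 8.59 ± 7.51 and 10.4 ± 10.5 CPM, a log2 fold change of -0.28 (standard error 0.484, adjusted p = 0.700, edgeR quasi-likelihood test). Its sign rested on 1 steer, with 0.14 without casein replicate 5. From the transcripts of these pathways, the paper proposes that part of the mucosal growth with GLP-2 might have occurred through GLP-2 receptor signaling.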

**Fig 4:**
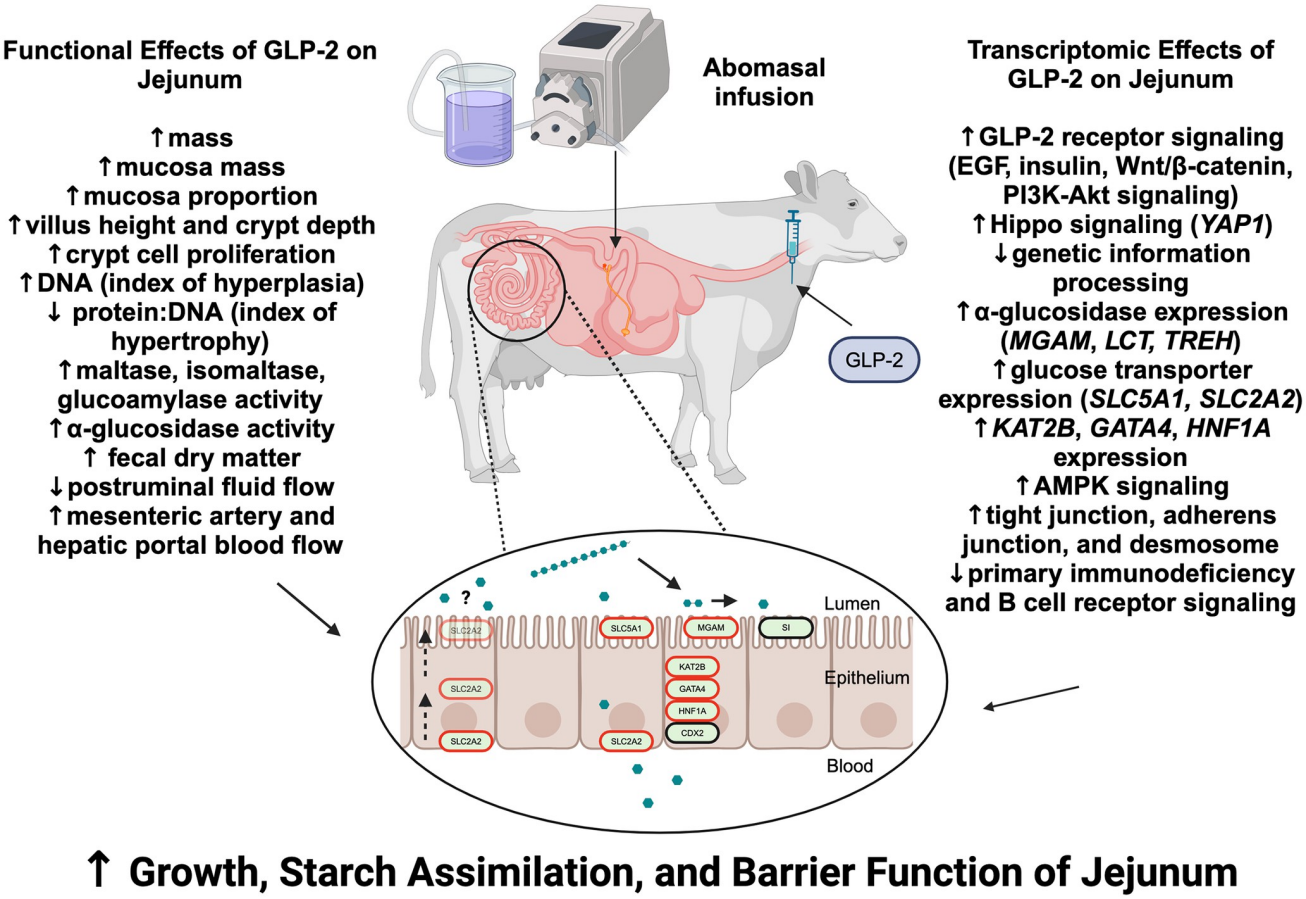
Schematic of the selected functional and transcriptomic effects of exogenous GLP-2 administration on jejunal mucosal growth and small intestinal starch assimilation capacity. Functional effects were summarized from studies in cattle [23, 32]. Transcriptomic effects were summarized from the current study. Figure was created with BioRender.com.

Environmental and cellular cues between conserved signaling pathways (Wnt/β-catenin, TGF-β, Notch, Hedgehog) can lead to cross-talk influencing the activation of the Hippo signaling pathway [70]. The Hippo signaling pathway tended to be upregulated in response to exogenous GLP-2 administration in the current study. In addition to the upregulated transcripts associated with cross-talk from Wnt/β-catenin signaling, key transcriptional regulators of the Hippo signaling pathway (*MOB1B*, *YAP1*, *SMAD3*, *SMAD9*) controlling cellular proliferation and apoptosis were upregulated in response to exogenous GLP-2 administration. 

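MOB1B had a log2 fold change of 0.66 (standard error 0.195, adjusted p = 0.0329, edgeR quasi-likelihood test) between GLP-2 and BSA (n = 11 each). This call was lost in edgeR with the correction for gene length (adjusted p = 0.0659, range over the alternatives 0.0128 to 1) and in 8 of the 22 fits without 1 steer. In edgeR, YAP1 had a log2 fold change of 0.71 (standard error 0.252, adjusted p = 0.0582) and SMAD9 of 1.09 (standard error 0.373, adjusted p = 0.0521), both within the range of a tendency. SMAD3 had a log2 fold change of 0.67 (standard error 0.290, adjusted p = 0.107, edgeR quasi-likelihood test), and passed only without control replicate 2 (adjusted p = 0.0484, range over the alternatives 0.0659 to 1). DESeq2 called YAP1 (adjusted p = 0.0331) and SMAD9 (adjusted p = 0.0230), in ranges over the alternatives of 0.0331 to 1 and 0.0230 to 1.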

Protein kinases of the Hippo signaling pathway can be regulated by several upstream inputs from intracellular, extracellular, and noncellular components including G protein-coupled receptors, metabolism, mechanical stimuli, cell polarity and density, and stress [70, 71]. Notably, upregulation of transcripts encoding for cadherin 1 (*CDH1*), an adherens junction protein, and its mammalian ajuba family member (*LIMD1*) suggest that protein kinase activity (MST1/2, LATS1/2) regulating the Hippo signaling pathway was inhibited, allowing YAP1 translocation to the nucleus to function as a transcriptional co-activator of pro-proliferation and anti-apoptosis genes [72–74].

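CDH1 was at 736.5 ± 258.2 CPM with GLP-2 and 398.6 ± 184.9 CPM with BSA (SD, n = 11 each), a log2 fold change of 0.90 (standard error 0.259, adjusted p = 0.0307, edgeR quasi-likelihood test), with the call lost in 7 of the 22 fits without 1 steer. LIMD1 was at 13.4 ± 3.19 and 7.42 ± 3.82 CPM, a log2 fold change of 0.86 (standard error 0.308, adjusted p = 0.0612, edgeR quasi-likelihood test). LIMD1 passed with DESeq2 (adjusted p = 0.0345, range over the alternatives 0.0336 to 1).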

Net tissue accretion can be due to a combination of increasing cellular proliferation and survival and decreasing cellular apoptosis and proteolysis [19, 21, 32, 35, 75–77] and activation of these pathways by GLP-2 could vary based on physiological state, the presence of luminal nutrient supply, and with mucosal inflammation/injury [19–21]. Because increased mucosal mass can occur via multiple mechanisms of increasing proliferation and decreasing apoptosis, there can be multiple mediators of GLP-2-induced mucosal growth [65]. In the current study, many KEGG pathways associated with genetic information processing were downregulated with exogenous GLP-2 administration including ribosome, RNA transport, DNA replication, ribosome biogenesis in eukaryotes, spliceosome, cell cycle, base excision repair, mismatch repair, nucleotide excision repair, and RNA polymerase. In addition, several transcripts associated with ubiquitin-mediated proteolysis (30/166) were downregulated with exogenous GLP-2 administration, which suggests that part of the increase in jejunal mucosal growth with exogenous GLP-2 administration occurred through decreased proteolysis in the current study. 

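Beyond the listed genes of these pathways, the DNA replication list of 27 genes was lower with GLP-2 (median log2 fold change -0.83, camera adjusted p = 1.16e-09, fry adjusted p = 0.0204, limma). Of its genes, 26 were lower, 17 of them past the adjusted threshold in edgeR and 21 when adjusted over the list alone, and 1 was higher and past the threshold in both ways. Among the study's lower DEGs as far as they were read were 14 of them. The proliferation list was lower in all 20 genes (median log2 fold change -0.72, camera adjusted p = 1.68e-07, limma), of which 8 passed the threshold in edgeR and 13 when adjusted over the list alone, but fry in limma gave adjusted p = 0.0534 for it. With the follicle score as covariate, both lists were higher with GLP-2 and camera in limma called neither (adjusted p = 0.906 and adjusted p = 0.224, and with fry adjusted p = 0.839 and adjusted p = 0.812, ranges over the alternatives 7.41e-10 to 0.906 and 7.00e-08 to 0.812).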

Steers received subcutaneous GLP-2 injections twice daily for 7 d in the current study, and tissues were collected on day 8. Therefore, jejunal mucosa was collected approximately 14–15 h after the last GLP-2 injection was given on day 7. Glucagon-like peptide 2 has a short half-life (7 min) in plasma in humans [78] but, subcutaneous GLP-2 administration can sustain elevated pharmacological plasma GLP-2 concentrations for more than 7 h in cattle [32]. It is possible that changes in the mRNA expression of genes in genetic information processing pathways are transient and that desensitization of the GLP-2 receptor could have occurred with chronic GLP-2 treatment for 7 d [32]. It is possible that the effects of exogenous GLP-2 for 7 d on genetic information processing pathways occurred because of decreased cellular apoptosis and proteolysis, chronic exposure causing GLP-2 receptor desensitization, timing of sampling, or because the pharmacological dose given could potentially differ from responses that would occur under normal physiological conditions.

### Effects of exogenous GLP-2 on transcriptional mechanisms associated with jejunal starch assimilation

Epithelial cells are the predominant cell types (> 80%) of the jejunal mucosa [79] and the brush border membrane is estimated to contain approximately 10% to 11% of the total protein content of epithelial cells [80]. Sucrase-isomaltase and maltase-glucoamylase comprise 8.2% and 2.7% of the total protein content of the brush border membrane in humans [81]. Therefore, increasing the growth of the jejunal mucosa via the administration of intestinotrophic hormones, like GLP-2, could potentially result in increased expression of genes encoding brush border membrane proteins [82] (hydrolases, channels and transporters, cytoskeletal components, myosin motor proteins, and adhesion proteins) that are important for adaptation of the intestinal mucosa to high-grain diets [24]. In addition to the brush border of absorptive epithelial cells, the jejunal mucosa sampled in the current study for high-throughput RNA sequencing contains multiple cell types (goblet cells, immune cells, and enteroendocrine cells) that could have specialized functions in response to changes in luminal nutrient flows and exogenous GLP-2 administration [24].

Several prior studies spanning different animal models have demonstrated that exogenous GLP-2 can increase the mRNA expression and enzyme activity of brush border carbohydrases [22, 23, 76, 83, 84]. Brubaker [76] was the first to demonstrate that exogenous GLP-2 increased duodenal maltase activity in mice, but did not influence sucrase or lactase activities. In parenterally-fed rats, intravenous administration of GLP-2 increased jejunal and ileal sucrase-isomaltase mRNA expression [83]. Exogenous GLP-2 administration has been shown to increase sucrase-isomaltase and maltase-glucoamylase mRNA expression and activity in pre-term parenterally-fed neonatal piglets [22]. However, effects of exogenous GLP-2 on sucrase-isomaltase mRNA expression and activity were not observed when administered to full-term parenterally-fed neonatal piglets [84] and enteral nutrition decreased sucrase, maltase, and lactase activities compared with parenteral nutrition [22]. These studies indicate that effects of exogenous GLP-2 on brush border carbohydrase expression and activity are influenced by species, age, and luminal nutrient flow.

We demonstrated that exogenous GLP-2 administration increased jejunal maltase, isomaltase, and glucoamylase activities in the current study [23]. In accordance with increased jejunal α-glucosidase activity, genes associated with brush-border carbohydrate digestion including maltase-glucoamylase, lactase, and trehalase (*MGAM*, *LCT*, *TREH*) were upregulated or tended to be upregulated in the jejunal mucosa of steers treated with exogenous GLP-2 in the current study. It had been suggested that GLP-2-induced suppression of proteolysis and apoptosis may contribute to increased *MGAM* expression and activity but, more specific mechanisms may be involved [22]. Caudal type homeobox 2 (*CDX2*) has long been thought to be an important transcription factor contributing to the upregulation of *MGAM* [22, 83]. However, other authors did not find a strong association between *CDX2* and *MGAM* mRNA expression in their studies [22, 83] and we did not find evidence of this association in our current study, as the mRNA expression of *CDX2* was not influenced by exogenous GLP-2 administration. Recent experiments have demonstrated that carbohydrate-responsive genes (*SI*, *MGAM*, *SLC5A1*) are transcriptionally regulated by histone H3 modifications at lysine residues (acetylation/methylation) and increased coactivator binding (KAT2B, CDX2, HNF1, GATA4) in the promoter/enhancer and transcribed regions of those genes in rodents fed high-starch diets [85–89]. In accordance with these findings in rodents, we found that genes associated with transcriptional regulation of *MGAM*, *SI*, and *SLC5A1* (*KAT2B*, *HNF1*, *GATA4*) were upregulated by exogenous GLP-2 administration. Our data suggests that exogenous GLP-2 administration increased *MGAM* transcription by increasing histone H3 acetylation and increasing interactions of transcriptional coactivators in the promoter and transcribed mRNA regions [90].

Of note, exogenous GLP-2 administration did not increase jejunal *SI* mRNA expression in the current study. In humans and mice, approximately 80% of the apparent maltase activity is derived from sucrase-isomaltase and the remaining 20% is derived from maltase-glucoamylase [91, 92]. In humans, maltase-glucoamylase is the primary protein exhibiting α-glucosidase activity at low substrate concentrations while sucrase-isomaltase is the primary protein exhibiting α-glucosidase activity at high substrate concentrations [93]. Others have suggested that the opposite response may occur in ruminants, because of the lower *K*_*m*_ value for isomaltase compared to maltase in jejunal homogenates from cattle [94]. The upregulation of jejunal *MGAM* mRNA expression and activity in the current study may support this concept. Although ruminants do not contain sucrase activity [37], it should be acknowledged that small intestinal *SI* mRNA expression can be transcriptionally regulated by luminal nutrient flows in cattle, as increasing dietary fructose consumption in milk replacer decreased small intestinal *SI* mRNA expression in calves [95]. The absence of intestinal sucrase activity [96], missing stalk region of sucrase-isomaltase [37], lack of transcriptional response of *SI* to exogenous GLP-2, and lack of effect of GLP-2 on postruminal starch disappearance [23] leaves many questions about the regulation of α-glucosidase activity in ruminants to be answered. Limitations in the extent of small intestinal starch digestion in ruminants might be similar to humans with phenotype V of congenital sucrase-isomaltase deficiency [37] and may not be completely overcome by exogenous GLP-2 administration.

Exogenous GLP-2 administration has been shown to increase the mRNA expression, protein abundance, and activity of intestinal glucose transporters in rodents [97–100] and net portal glucose absorption in parenterally-fed piglets [101, 102]. A prior study had demonstrated that intravenous GLP-2 infusion increased hepatic portal plasma flow but, did not influence net portal glucose absorption in cattle fed a 50:50 alfalfa hay and calf starter diet and fasted for 12 h prior to measurements [103]. To date, the effects of exogenous GLP-2 administration on portal glucose absorption in fed animals has not been evaluated. Although portal glucose absorption was not measured in the current study, we found that exogenous GLP-2 administration increased or tended to increase the expression of genes encoding SGLT1 (*SLC5A1*) and GLUT2 (*SLC2A2*) in cattle postruminally infused with starch, suggesting that the capacity for apical and basolateral glucose transport might have increased with exogenous GLP-2 administration. Like *MGAM*, *SLC5A1* mRNA expression is transcriptionally regulated by histone H3 acetylation and co-activator binding (*HNF1*, *GATA4*, and *CDX2*) in both the promoter and transcribed regions [87–89, 104–107] and we found evidence of these associations in the current study. It has also been demonstrated that activation of the sweet taste receptor complex (T1R2-T1R3) of enteroendocrine L-cells with artificial sweeteners results in increased villus height and crypt depth, GLP-2 secretion, maltase activity, SGLT1 protein abundance, and glucose uptake activity in small intestinal tissue from ruminants [108]. Further investigations using GLP-2 receptor knockout mice have revealed that GLP-2-induced increases in SGLT1 expression and glucose uptake activity are dependent on GLP-2 receptor binding [109]. After GLP-2 binds to its receptor, vasoactive intestinal peptide or pituitary adenylate cyclase-activating polypeptide bind to VIPR1, increasing intracellular cAMP, resulting in increased SGLT1 expression [109]. 

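VIPR1 (ENSBTAG00000006567, chromosome 22 from 14658102 to 14689960) was at 135.3 ± 43.7 CPM with GLP-2 and 75.4 ± 34.4 CPM with BSA (SD, n = 11 each), a log2 fold change of 0.85 (standard error 0.237, adjusted p = 0.0274, edgeR quasi-likelihood test), and 3 of the 22 fits without 1 steer lost the call. GLP-2 replicate 1 stood apart, at 5.88 log2 CPM against 6.92 to 7.06 in the other GLP-2 steers.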

Notably, we found that exogenous GLP-2 administration increased jejunal *VIPR1* mRNA expression in the current study, which may indicate a role of vasoactive intestinal peptide in the downstream regulation of *SLC5A1* mRNA expression by GLP-2 in cattle.

Interestingly, exogenous GLP-2 administration has been shown to promote the translocation of GLUT2 from the basolateral membrane to the apical membrane in the rat jejunum to provide a low affinity, high capacity hexose transport mechanism when luminal hexose concentrations exceed transport capacity by the high affinity, low capacity glucose transporter, SGLT1 [100]. The apical GLUT2 translocation hypothesis [110] is highly controversial [111, 112] largely due to the methodology used to assess its validity under normal physiological conditions and because of contamination that occurs during the isolation of brush border membranes. Some evidence for GLUT2 localization on the apical membrane in lactating dairy cows and neonatal calves exists [113–115]. In the current study, it is difficult to speculate whether a tendency to increase *SLC2A2* mRNA expression resulted in greater GLUT2 protein abundance or activity or the amount of GLUT2 protein localized to each membrane. Differentially expressed genes associated with positive regulation of protein exit from the endoplasmic reticulum and localization to the plasma membrane were significantly enriched with exogenous GLP-2 administration. 

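All 7 genes listed for positive regulation of protein exit from the endoplasmic reticulum were tested and higher with GLP-2 than with BSA (n = 11 each), and 2 passed the adjusted threshold in edgeR.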

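The sphingolipid metabolism list was higher with GLP-2 in 31 of 38 genes (median log2 fold change 0.51, camera adjusted p = 2.57e-04, fry adjusted p = 0.00818, limma). On their own, 9 genes were higher and 2 lower at the adjusted threshold in edgeR, and 19 were higher and 3 lower when adjusted over the list alone. The list score was 4.73 ± 0.209 log2 CPM with GLP-2 and 4.24 ± 0.373 log2 CPM with BSA (SD, n = 11 each, adjusted p = 0.00748, 2-sided permutation test). With an estimated correlation, camera in limma did not call the list (adjusted p = 0.295). With the follicle score as covariate, fry in limma gave adjusted p = 0.681, while camera still called the list (adjusted p = 0.00546).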

Sphingolipids contribute to lipid raft formation and intracellular translocation which aid in the trafficking of proteins to the membrane and numerous gene ontology terms related to sphingolipid metabolism and signaling were upregulated with exogenous GLP-2 administration. In the current study, exogenous GLP-2 upregulated the AMPK signaling KEGG pathway, and its activation has been associated with GLUT2 insertion into the apical membrane [116, 117]. In contrast, the expression of genes encoding proteins associated with suspected mechanisms of apical GLUT2 translocation (*CACNA1D*, *TAS1R2*, *TAS1R3*, *PRKCB*) [117–120] were not upregulated by exogenous GLP-2 administration in the current study. 

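PRKCB was lower with GLP-2, at 43.9 ± 11.7 CPM with GLP-2 and 65.1 ± 23.2 CPM with BSA (SD, n = 11 each), a log2 fold change of -0.57 (standard error 0.182, adjusted p = 0.0423, edgeR quasi-likelihood test). The call was lost in edgeR with the replicate block (adjusted p = 0.0867, range over the alternatives 0.0200 to 1) and in 10 of the 22 fits without 1 steer. CACNA1D, at 0.214 ± 0.211 and 0.192 ± 0.221 CPM, and TAS1R3, at 0.480 ± 0.413 and 0.898 ± 0.925 CPM, were below the filter on low counts and were not tested between GLP-2 and BSA. TAS1R2 had 0 counts in every steer.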

Conflicting points of evidence from the current study provide justification for further investigation of the apical GLUT2 translocation hypothesis in cattle.

Tissues of the portal-drained viscera, including the small intestine, utilize large amounts of glucose to maintain metabolic homeostasis [39, 121–123]. Increasing luminal starch flow in the small intestine results in increased glucose utilization by the portal-drained viscera [124]. With this knowledge from prior studies and the likely increases in α-glucoside hydrolysis and intestinal glucose uptake with exogenous GLP-2 administration in the current study, it would be expected that exogenous GLP-2 administration would increase glucose utilization by the jejunal mucosa. As expected, exogenous GLP-2 upregulated several genes associated with starch and sucrose metabolism and galactose metabolism KEGG pathways. In addition, exogenous GLP-2 upregulated several gene ontologies related to carbohydrate digestion, absorption, and metabolism including carbohydrate metabolic process, hydrolase activity, glucosidase activity, monosaccharide metabolic process, and hexose metabolic process. 

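For galactose metabolism, all 14 tested genes of the supplementary list were higher with GLP-2 (n = 11) than with BSA (n = 11), and 5 passed the adjusted threshold in edgeR. For starch and sucrose metabolism, all 13 were higher and 5 passed.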

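Of the genes listed for monosaccharide and hexose metabolic processes, 14 of 39 and 12 of 35 tested ones passed the adjusted threshold in edgeR, and all were higher with GLP-2.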

Glycolysis/gluconeogenesis (*HKDC1*, *HK2*, *PGM1*, *PCK2*, *PDHA1*) and the tricarboxylic acid cycle (*ACO1*, *IDH1*, *SDHA*, *PC*, *DLD*, *SUCLG1*, *SUCLG2*) KEGG pathways tended to upregulate with exogenous GLP-2 administration. These findings suggest that glucose utilization by the jejunal mucosa increased with exogenous GLP-2 administration. 

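For glycolysis/gluconeogenesis, HK2 (log2 fold change 0.82, standard error 0.248, adjusted p = 0.0360), PGM1 (0.75, 0.199, adjusted p = 0.0246) and PDHA1 (0.45, 0.148, adjusted p = 0.0472) passed the threshold in edgeR's quasi-likelihood test between GLP-2 and BSA (n = 11 each). HKDC1 (0.84, 0.340, adjusted p = 0.0887) and PCK2 (0.84, 0.292, adjusted p = 0.0553) were tendencies in edgeR. Both gained a call in some settings. HKDC1 stayed uncalled in 12 of 14 alternatives and 20 of the 22 fits without 1 steer, and PCK2 in 9 of 14 and 18 of 22. With the replicate block, edgeR lost the calls of HK2 (adjusted p = 0.0580), PGM1 (adjusted p = 0.0556) and PDHA1 (adjusted p = 0.0677), in ranges over the alternatives of 0.0165 to 1, 0.00563 to 1 and 0.0249 to 1. Of the 22 fits without 1 steer, 8 lost the call of HK2, 16 that of PDHA1 and 0 that of PGM1, ACO1 or IDH1. For the tricarboxylic acid cycle, ACO1 (0.67, 0.161, adjusted p = 0.0220) and IDH1 (0.80, 0.214, adjusted p = 0.0252) passed and SUCLG2 (0.46, 0.190, adjusted p = 0.0922) was a tendency in edgeR. Casein + GLP-2 replicate 1 stood above its treatment for ACO1 and SUCLG2. SDHA, PC, DLD and SUCLG1 had log2 fold changes of 0.50, 0.87, 0.37 and 0.45, with adjusted p = 0.105, 0.101, 0.109 and 0.100 in edgeR, and PC passed without control replicate 2.
When adjusted over each list alone, all 5 and all 7 genes passed, which is not independent evidence for lists the study chose. The list of mitochondrial oxidative phosphorylation was not called (69 genes, median log2 fold change 0.08, camera adjusted p = 0.213, limma), except with the correction for gene length (camera in limma, adjusted p = 7.07e-04) or with this and the block (adjusted p = 0.00169), without casein replicate 2 (adjusted p = 0.0383), or in the opposite direction with the follicle score (adjusted p = 1.22e-05), in a range of 1.22e-05 to 0.824 over the alternatives.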

Overall, the current study provides a transcriptional overview of the mechanisms associated with increased jejunal starch assimilation capacity in response to exogenous GLP-2 administration.

### Effects of exogenous GLP-2 on transcriptional mechanisms associated with intestinal barrier function

In addition to nutrient digestion and absorption, the gastrointestinal tract acts as a barrier, limiting permeability to potentially toxic or pathogenic organisms and compounds. Epithelial permeability of the intestinal mucosa can occur through transcellular transport associated with solute or water transport through a cell or paracellular transport in between cell-cell junctions [125]. In our study, exogenous GLP-2 administration tended to decrease postruminal fluid flow and increase fecal dry matter content, suggesting increased postruminal fluid absorption [23]. Exogenous GLP-2 administration has been shown to decrease jejunal conductance and *ex vivo* fluxes of Na^+^, CrEDTA, and horseradish peroxidase in mice [126]. Cameron and Perdue [127] found that exogenous GLP-2 administration decreased bacteria adhering to and penetrating the intestinal mucosa in stress-induced mice.

Others have found that exogenous GLP-2 or GLP-2 receptor agonist administration increased the mRNA expression of genes encoding tight junction proteins [128–131]. 

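All 24 tested genes of the tight junction list were higher with GLP-2 than with BSA (n = 11 each), with a median log2 fold change of 0.70 (camera adjusted p = 1.43e-10, fry adjusted p = 0.00818, limma). In edgeR's quasi-likelihood test, 14 passed the adjusted threshold and 21 when adjusted over the list alone, and 10 of the list's 25 genes are among the study's higher DEGs as far as they were read. The score of the list was 5.73 ± 0.309 log2 CPM with GLP-2 and 4.96 ± 0.543 log2 CPM with BSA (SD, n = 11 each, adjusted p = 0.00748, 2-sided permutation test). For the adherens junction list, 17 of 19 genes were higher, with a median log2 fold change of 0.43 (camera adjusted p = 1.03e-04, fry adjusted p = 0.00818, limma), 3 past the adjusted threshold in edgeR and 9 when adjusted over the list alone. With an estimated correlation, camera in limma called neither list (adjusted p = 0.295 for both), and with the follicle score as covariate fry gave adjusted p = 0.681 for both, while camera still called the lists (adjusted p = 0.00243 and adjusted p = 0.0319), in ranges over the alternatives of 9.61e-11 to 0.681 and 1.03e-04 to 0.681.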

In the current study, exogenous GLP-2 administration upregulated adherens junction and tight junction KEGG pathways. In these KEGG pathways, 36% and 25% of the total number of transcripts in each KEGG pathway term were upregulated, respectively. Several gene ontologies including transcripts encoding tight junction proteins were upregulated with exogenous GLP-2 administration including apical junction complex, apical, basolateral, and lateral plasma membrane; bicellular tight, cell-cell, occluding junction; cell, cell-cell junction organization; epithelial cell differentiation and morphogenesis; apical junction, cell, cell-cell, and bicellular tight junction assembly; and anion and chloride transport. Also, connections of adherens and tight junction proteins to the actin cytoskeleton through adaptor proteins may have been improved, as indicated by an upregulated cluster of actin-based cell projections, anchoring junction, actin-based cell projections, actin cytoskeleton, and desmosome gene ontologies. Upregulation of gene ontologies related to phospholipid and sphingolipid metabolism and terms related to apical membrane suggest that exogenous GLP-2 increased the physical barrier (plasma membrane) of individual cells of the jejunal mucosa. These data suggest that exogenous GLP-2 administration enhanced the physical barrier function of the jejunal mucosa by decreasing transcellular (plasma membrane) and paracellular (tight and adherens junction) permeability. Increased postruminal fluid absorption coupled with increased mRNA expression of cell-cell junction proteins suggest that the capacity for absorption was increased and that selective permeability of the jejunal epithelium was improved.

In addition to the physical barrier of the small intestine, intestinal permeability can be affected by exogenous factors, epithelial cell turnover, cytokines, and immune cells [125]. Notably, intestinal barrier dysfunction is associated with increased intestinal inflammation and initiation of immunoregulatory processes [132]. 

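The list of B cell receptor and primary immunodeficiency genes was lower with GLP-2 in 20 of 25 genes (median log2 fold change -0.25), with adjusted p = 0.0181 in camera but adjusted p = 0.184 in fry and adjusted p = 0.239 in fry with the replicate block (limma, range over the alternatives 0.00859 to 0.681). Of its genes, 4 passed the adjusted threshold in edgeR and 5 when adjusted over the list alone, and 4 of its 28 genes are among the study's lower DEGs as far as they were read.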

In the current study, exogenous GLP-2 administration downregulated primary immunodeficiency and B cell receptor signaling KEGG pathways. 

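The B cell follicle list was lower with GLP-2 in all 16 tested genes (median log2 fold change -2.82, camera adjusted p = 3.78e-11, fry adjusted p = 0.0162, limma), and 15 of them passed the adjusted threshold in edgeR, as many as when adjusted over the list alone. Of its 18 genes, 17 are among the study's own lower DEGs as far as they were read, so that this is not independent evidence. The score of the list was 1.68 ± 0.541 log2 CPM with GLP-2 and 4.00 ± 2.11 log2 CPM with BSA (SD, n = 11 each), and 5 BSA steers lay within the range of the GLP-2 steers (0.689 to 2.74) while 6 lay above it, up to 6.95. Casein replicate 3 stood above the other casein steers for this list. The plasma cell list was lower in 6 of 8 genes (camera adjusted p = 0.0181, fry adjusted p = 0.0706, fry with the replicate block adjusted p = 0.0391, limma), with 2 genes past the adjusted threshold in edgeR and 5 when adjusted over the list alone. The T cell and macrophage lists were not called by camera in limma (adjusted p = 0.223 and adjusted p = 0.481), but were with the follicle score as covariate (adjusted p = 0.00352 and adjusted p = 3.78e-04, against adjusted p = 0.681 for both in fry). For genes the paper's supplementary table lists, 37 of 53 tested ones passed the adjusted threshold in edgeR for B cell activation, 16 of 24 for immunoglobulin production and 28 of 46 for the adaptive immune response.

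**Figure D3:**
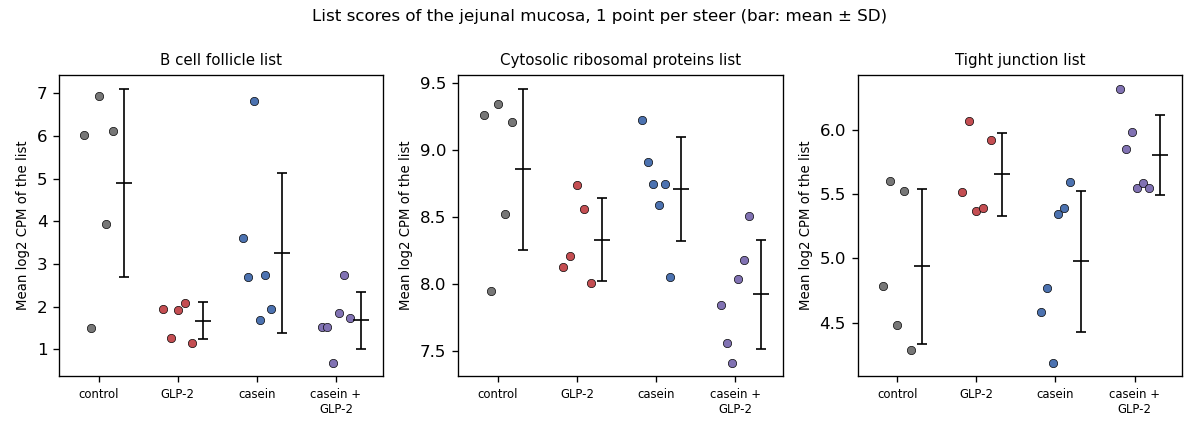
Scores of the B cell follicle, cytosolic ribosomal protein and tight junction lists (mean log2 CPM of the list's genes) in each steer by treatment. Follicle scores of the BSA steers reach from 1.49 to 6.95, and those of the GLP-2 steers from 0.689 to 2.74.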

Gene ontologies related to immune function that were downregulated with exogenous GLP-2 administration include B cell activation, regulation of B cell activation, immunoglobulin-mediated immune response, B cell-mediated immunity, immunoglobulin production, regulation of lymphocyte activation, adaptive immune response, and others. These data suggest that the adaptive immune function of the jejunal mucosa was improved with exogenous GLP-2 administration. Collectively, next-generation RNA sequencing findings of the current study suggest that increased jejunal mucosal growth with exogenous GLP-2 administration may be associated with improved intestinal barrier function, which was supported by changes in KEGG pathways and gene ontologies associated with decreased intestinal permeability, inflammation, and immune system activation.

### Implications for animal growth and feed efficiency

To our knowledge, this is the first report that has investigated the effects of exogenous GLP-2 on the jejunal mucosal transcriptome using an untargeted RNA-sequencing approach in mammals. Although our primary focus was to describe transcriptional mechanisms affected by exogenous GLP-2 and its relationship with phenotypic responses (growth, starch assimilation, barrier function), this dataset could be useful for identifying novel functions of exogenous GLP-2 and lead to future investigations detailing mechanisms of GLP-2-mediated responses in the small intestinal mucosa. Comparing the findings of the current study with other RNA-sequencing datasets shows that DEGs and KEGG pathways affected by exogenous GLP-2 are similar to DEGs and KEGG pathways identified in cattle with divergent average daily gain [133, 134]. 

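APOB, CLCA4, CUBN, CYP2B6 and SLC9A3 were higher with GLP-2 than with BSA (n = 11 each), with log2 fold changes of 1.10 (standard error 0.552), 1.53 (0.612), 1.46 (0.513), 1.92 (0.975) and 0.93 (0.422). The adjusted p values in edgeR's quasi-likelihood test were 0.159, 0.0851, 0.0568, 0.164 and 0.123, so that CLCA4 and CUBN were tendencies and none passed the threshold over all genes, while 2 passed when adjusted over the list alone. CYP2B6 was a tendency in edgeR with the replicate block (adjusted p = 0.0973). CUBN passed with DESeq2 (adjusted p = 0.0174, range over the alternatives 0.0174 to 1). APOB and CLCA4 passed in edgeR without control replicate 2 (adjusted p = 0.0435 and adjusted p = 0.0197).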

Notably, the mRNA expression of *APOB*, *CLCA4*, *CUBN*, *CYP2B6*, and *SLC9A3* were differentially expressed in the jejunal mucosa in all 3 studies. Cattle with greater average daily gain exhibit 9 upregulated KEGG pathways of the jejunal mucosa [133] that were also found to be upregulated in the current study in response to exogenous GLP-2 administration. These pathways include vitamin digestion and absorption, galactose metabolism, mineral absorption, bile secretion, retinol metabolism, starch and sucrose metabolism, protein digestion and absorption, PPAR signaling pathway, and insulin resistance.

It has been suggested that increasing proliferation of the small intestinal epithelium could result in an increased capacity for nutrient absorption that would typically outweigh increased energy expenditure for maintaining additional tissue [24]. Fitzsimons [135] hypothesized that beef cattle with greater gain:feed have a greater capacity for nutrient absorption from the small intestine. Supporting this hypothesis, others have found that jejunal mucosal density is positively correlated with gain:feed [136]. Also, the number of cells in the duodenal and ileal mucosa is positively correlated with improvements in feed efficiency [137]. Those authors suggested that the benefits of increased metabolic activity in the small intestinal mucosa due to increased cellularity would be greater than the increased energetic cost of maintaining the tissue, leading to improved feed efficiency [137]. Our phenotypic [23] and transcriptomic data from the current study suggest that some of the metabolic pathways and molecular functions of the jejunal mucosa affected by exogenous GLP-2 administration may also underlie physiological differences in feed efficiency in beef cattle. These observations warrant future research to investigate if potential changes to small intestinal function with exogenous GLP-2 administration could lead to improved growth, health, and/or feed efficiency of beef cattle.

## Conclusions

Under the conditions of the current experiment, postruminal casein infusion for 7 d downregulated 7 genes of the jejunal mucosa but did not result in enriched KEGG pathways or gene ontologies. These findings might suggest that positive nutritional responses to postruminal casein infusion are mediated through alternative mechanisms or tissues. Results from the current study demonstrated that exogenous GLP-2 administration affected the expression of protein-coding genes that are associated with functions of the jejunal mucosa including mucosal growth, small intestinal starch assimilation, and intestinal barrier function. Differentially enriched pathways that were affected by exogenous GLP-2 administration may be related to phenotypes of improved nutrient assimilation capacity, animal growth, and feed efficiency. Next-generation RNA sequencing generated novel targets for future research to elucidate mechanisms of GLP-2-mediated responses in the jejunal mucosa.

## Supporting information

S1 File Upregulated DEG in response to exogenous GLP-2 administration.

S2 File Downregulated DEG in response to exogenous GLP-2 administration.

S3 File Upregulated DEG in response to postruminal casein infusion.

S4 File Downregulated DEG in response to postruminal casein infusion.

S5 File Upregulated gene ontology in response to exogenous GLP-2 administration.

S6 File Downregulated gene ontology in response to exogenous GLP-2 administration.

S7 File Upregulated KEGG pathway in response to exogenous GLP-2 administration.

S8 File Downregulated KEGG pathway in response to exogenous GLP-2 administration.

How the deposited data were processed for this re-analysis (not part of the article)

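RNA-seq of the jejunal mucosa of Holstein steers was used for 22 steers, 5 control, 5 GLP-2, 6 casein and 6 casein + GLP-2. A further GLP-2 steer that the paper includes was not among the samples given for this work and was not used here. The authors aligned the reads to ARS-UCD1.2 with HISAT2, assigned them to genes with featureCounts and deposited the raw counts, which are whole numbers without normalization. The authors also deposited FPKM values, computed from the counts with gene length and library size, and these were used here only as an alternative. Gene symbols, coordinates and lengths were taken as the deposited tables give them.
Library totals of deposited counts ranged from 8809666 to 28447810 with a median of 12028560.5. Of 27570 genes, 21855 had at least 1 count. Within each treatment it was checked that no pair of libraries was identical. By treatment the medians were 12091162 (control), 14414062 (GLP-2), 10766954 (casein) and 12050039.5 (casein + GLP-2).
From the counts, R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 computed the values given here. Genes were kept by filterByExpr (minimum count 10), counts were normalized by TMM, and groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, a threshold of 0.05 and a tendency up to 0.1. GLP-2 against BSA and casein against water were fitted each as a comparison of pooled groups, and the 4 treatments were fitted in a model with 15086 genes for the pairwise contrasts and the interaction. CPM values are TMM-normalized, and log2 CPM uses a prior count of 2.
Gene lists were tested by camera in limma with a preset correlation of 0.01, with fry and with camera at an estimated correlation beside it, and adjusted over the 22 lists. The lists cover B cell follicle, plasma cell, T cell, macrophage, villus enterocyte, proliferation, DNA replication, intestinal stem cell, goblet cell, enteroendocrine cell, smooth muscle, stroma, ileal bile acid handling, proximal intestine, cytosolic ribosomal proteins, mitochondrial ribosomal proteins, ribosome biogenesis, mitochondrial oxidative phosphorylation, tight junction, adherens junction, sphingolipid metabolism, and B cell receptor and primary immunodeficiency. No gene is in more than 1 list. List scores per steer were compared by 2-sided permutation tests with 100000 resamples. The genes listed under a term of the supplementary enrichment tables were looked up without a test, only where the copy of the list was whole.
Genes named in the text are those the paper names as measured, and the 5 higher and 5 lower genes with the smallest p among those with a symbol past the threshold between GLP-2 and BSA. Genes past the threshold between casein and water or for the interaction were to be named too, and there were 0. The result of 1 gene that the paper names, and a count over a table that includes it, are not reported here. A few further genes are named where a count is small, and the text says so. The tests, lists and alternatives were set before the data were examined, apart from those the text marks as chosen later. The floor of 3 counts in Dixon's test and the spread per gene in the simulated data were changed after the data had been seen. Alternatives were DESeq2's size factors and upper quartile normalization in edgeR, no filter or at least 10 counts in every steer, the replicate block, a correction for gene length (per-steer loess with span 0.3), both together, a robust estimate of the spread, the other factor or the lymphoid follicle score as a covariate, limma on log2(FPKM + 1) or log2(FPKM + 0.1), the DESeq2 Wald test, other thresholds, only the 2 treatments compared, and leaving out each steer in turn. Each comparison was repeated on 100 splits of the steers, the real one included, the follicle score was set beside 50 random covariates, and single far-off steers were looked for by Dixon's test among values of a treatment. A DESeq2 Wald test on all genes, fry with the block or the follicle score, and the random covariates were added after the data had been seen.
Following the paper, animals had been grouped by body weight, and the replicate numbers were taken as these replicate blocks. It was checked whether steers of a block resemble each other: after the treatment means were removed, 30 pairs of a block had a mean correlation of 0.0328 and 151 other pairs of -0.00638 (permutation p = 0.245, 1-sided for a higher correlation within a block, 9999 resamples), so the block was kept as an alternative.
The procedure was tested on simulated data with 200 changed genes. Their median absolute log2 fold change was 1.98 for GLP-2 against BSA and 2.04 for the interaction in edgeR, so the rates below do not stand for smaller changes. The edgeR test called 156 of 178 changed genes that were tested between GLP-2 and BSA with 3 false calls among 13955 genes, and 160 of 182 between casein and water with 10 among 14141. The DESeq2 test called 166 of 178 with 19 false calls. For casein against control the model of the 4 treatments called 130 of 196, and for the interaction 88 of 196. Camera and fry called the 1 raised list and 0 of 20 random ones. The simulated genes were drawn independently of each other, without differences in tissue between steers. This result therefore says nothing on false calls for lists whose genes vary together. In other splits of the real steers, camera called a median of 10 of the 22 lists.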

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

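The tests of the follicle score, of the gene length correction, of the ileal list and of single-steer counts were chosen after the results were seen, and the splits, the library sizes, the scores relative to the villus list and the causes of single far-off steers were set beforehand, apart from the floor of 3 counts in Dixon's test.
In groups of 5 or 6 steers of a treatment, 1 steer lay far from the others in 21 of 369 tests (5.69%), and about 1 in 20 is what chance gives. The gap to the nearest steer as a share of the whole range was 0.661 for SI (casein + GLP-2 replicate 6), 0.635 for ENSBTAG00000007302 (casein + GLP-2 replicate 4), 0.796 and 0.762 for ENSBTAG00000034323 (GLP-2 replicate 3, casein + GLP-2 replicate 1), 0.716 and 0.631 for WNT11 (GLP-2 replicate 1, casein replicate 3), 0.809 for FZD3 (control replicate 3), 0.726 for DVL1 and 0.880 for VIPR1 (both GLP-2 replicate 1). It was 0.659 for ACO1 and 0.666 for SUCLG2 (both casein + GLP-2 replicate 1), 0.645 and 0.770 for CXCL13 (casein replicate 3, casein + GLP-2 replicate 5), 0.727 for ENSBTAG00000047783 (GLP-2 replicate 4), 0.737 for SFRP5 (GLP-2 replicate 6) and 0.652 for FCER2 (casein replicate 3). Among list scores it was 0.627 for B cell follicle (casein replicate 3), 0.639 for T cell and 0.696 for goblet cell (both casein + GLP-2 replicate 2), and 0.735 and 0.670 for mitochondrial oxidative phosphorylation (GLP-2 replicate 1, casein replicate 3).
Library size argues against being the cause of most of these, since 5 of the 21 were in the steer with the smallest or largest library of its treatment. By the test set beforehand for follicle content of the scrapings, 7 of the 21 were in the steer with the most extreme follicle score of its treatment. Most of the values therefore lay in other steers. No chance share was set beside this count, so it does not exclude follicle content for part of them or for single values. Every far-off value among the casein steers (WNT11, CXCL13, FCER2, B cell follicle and mitochondrial oxidative phosphorylation) was in replicate 3, whose B cell follicle score stood apart as well, so that follicle content may account for these. No biological explanation was tested for single steers.
Of lists outside the functions the paper discusses, the mitochondrial ribosomal proteins were lower with GLP-2 in 68 of 76 genes (median log2 fold change -0.33, camera adjusted p = 7.33e-10, fry adjusted p = 0.0225, limma), with 15 genes past the threshold in edgeR and 31 adjusted over the list alone. Gene length bias as the whole cause is argued against by fry in the fit with the block and the length correction (limma, adjusted p = 0.0215, range over the alternatives 3.05e-10 to 0.681). Of 100 splits of the steers, 14 gave a camera p as small, so the camera call alone is not beyond what other splits give. For follicle content, 4 of 50 random covariates left a fry p as large as the follicle score did, while camera with this score still called the list (limma, adjusted p = 1.05e-09), so this explanation cannot be told apart from an effect of GLP-2 on the list, as the 2 are correlated.
The proximal intestine list was higher with GLP-2 in 7 of 8 genes (median log2 fold change 0.84, camera adjusted p = 0.00413, fry adjusted p = 0.00993, limma), with 1 gene past the threshold in edgeR and 6 adjusted over the list alone. Of 100 splits, 8 gave a camera p as small. A candidate explanation is a higher villus enterocyte content of the scrapings, since the proximal score minus the villus enterocyte score differed by -0.24 (permutation p = 0.378, 2-sided). The sampling site along the intestine cannot be told apart, since the score of the ileal bile acid list, which holds only 5 genes, gave a permutation p of 0.637 (2-sided). An effect of GLP-2 itself stays open for both lists and was not tested.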

How the results depend on the processing

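DESeq2 on all genes, and fry with the block, with block and gene length or with the follicle score, were chosen after the data had been seen.
Between GLP-2 and BSA edgeR called 1881 genes. The total was 1937 with DESeq2's size factors, 2097 with upper quartile normalization, 1515 without a filter, 2304 with at least 10 counts in every steer, 1920 with the gene length correction, 1882 with a robust spread and 1778 with the infusion as covariate. In limma it was 2092 (1210 higher, 882 lower) on log2(FPKM + 1) and 1971 (1145 higher, 826 lower) on log2(FPKM + 0.1), so that the balance of higher and lower genes (715 and 1166 in edgeR) turned. Beyond 1.5 times were 689 with the block (654 shared with the fit without it), 0 with block and gene length (unadjusted 4639), 0 with the follicle score (unadjusted 390), 3633 at an adjusted p of at most 0.10, 4817 at an unadjusted p of at most 0.05, 2999 with the DESeq2 Wald test and 3055 with DESeq2 on all genes. A looser threshold calls more genes by construction. Of 50 random covariates, 27 left as few called genes as the follicle score, and as few unadjusted genes were left by 0. For the other alternatives the cause was not tested. With block and gene length the smallest adjusted p from edgeR, 0.0515, lay close to the threshold. No scaling moved the median log2 fold change of all genes by more than 0.1 (-0.05 with upper quartile normalization). The count was 634 to 3516 across the 22 fits that each left out 1 steer, the lowest without casein + GLP-2 replicate 3 and the highest without control replicate 2.
Between casein and water, edgeR called 0 genes in each edgeR and limma alternative at the adjusted threshold, while 474 passed unadjusted, 5 with DESeq2 and 7 with DESeq2 on all genes. As many unadjusted genes were given by 46 of 100 splits, and apart from counts in single steers for ENSBTAG00000040367 and ENSBTAG00000047783, the cause of the DESeq2 calls was not tested. For CCR7 and FCER2, however, the DESeq2 log2 fold changes (-2.50 and -3.59) lay close to those of edgeR without casein replicate 3 (-2.56 and -3.64). CXCL13, with 10887 counts in that steer, was at -4.70 in DESeq2 and 0.26 in edgeR with all steers. The DESeq2 calls of these genes may therefore rest on how that steer's counts were treated. In the model of the 4 treatments each contrast called 0 genes. At an unadjusted p of at most 0.05 and with DESeq2 the counts were 854 and 10 for casein against control, 398 and 5 for casein + GLP-2 against GLP-2, 2103 and 289 for GLP-2 against control, 3637 and 891 for casein + GLP-2 against casein, and 645 and 2 for the interaction. Casein + GLP-2 against GLP-2 called 1 gene with only these treatments (ENSBTAG00000054260) and casein + GLP-2 against casein 1 at an adjusted p of at most 0.10 (ENSBTAG00000019994), both named after their values were seen. The log2 fold change of ENSBTAG00000054260 there, 12.8, is too large to be read as a size of change. Leaving out 1 steer gave 0 to 1 for casein + GLP-2 against GLP-2 (1 without casein + GLP-2 replicate 1, ENSBTAG00000047029), 0 to 429 for GLP-2 against control (429 without control replicate 2, 118 without casein replicate 3, 8 without control replicate 4) and 0 to 1 for casein + GLP-2 against casein (1 without casein replicate 4, casein + GLP-2 replicate 1 or control replicate 2). In simulated data the model called 88 of 196 changed genes for the interaction, at a median absolute log2 fold change of 2.04. Interactions of this size can therefore be missed, and smaller ones too.
Camera called 15 of 22 lists between GLP-2 and BSA, fry 10, fry with the block 11, fry with block and gene length 13, camera with estimated correlation 0 and fry with the follicle score 0. Camera calls that fry and fry with the block both kept were those of B cell follicle, DNA replication, villus enterocyte, cytosolic and mitochondrial ribosomal proteins, ribosome biogenesis, tight junction, adherens junction, sphingolipid metabolism and proximal intestine. In limma, with the estimated correlation, the adjusted p was 0.295 for B cell follicle, proximal intestine, DNA replication, cytosolic ribosomal proteins, ribosome biogenesis, tight junction, adherens junction and sphingolipid metabolism, 0.308 for villus enterocyte and 0.516 for the B cell receptor and primary immunodeficiency list. With the follicle score, fry gave 0.681 for cytosolic and mitochondrial ribosomal proteins, ribosome biogenesis, tight junction, adherens junction, sphingolipid metabolism and proximal intestine, while camera still called them (3.35e-19, 1.05e-09, 0.00243, 0.00243, 0.0319, 0.00546 and 0.0394), and camera and fry gave 0.358 and 0.812 for villus enterocyte, without a change of direction. Directions were reversed, with adjusted p from camera and fry in limma, for plasma cell (0.906, 0.839), proliferation (0.224, 0.812), DNA replication (0.906, 0.839), intestinal stem cell (0.829, 0.839), smooth muscle (0.846, 0.839), stroma (0.0283, 0.718), ileal bile acid handling (0.107, 0.681), mitochondrial oxidative phosphorylation (1.22e-05, 0.728), the B cell receptor and primary immunodeficiency list (0.102, 0.681). The score is the mean of the B cell follicle list, so that the values of this list beside it (0.918 in camera, reversed at 0.812 in fry) follow by construction and say nothing on its robustness. The B cell receptor and primary immunodeficiency list was also past the threshold neither with at least 10 counts in every steer (0.0925, camera) nor in fry (0.184), fry with the block (0.239) or fry with block and gene length (0.144). All fry values with the follicle score were set beside 50 random covariates. A p as large was left by 0 of them for the 2 junction lists, cytosolic ribosomal proteins, ribosome biogenesis, DNA replication, sphingolipid metabolism, villus enterocyte, proximal intestine, plasma cell and proliferation, and by 1 or more for the others outside the B cell follicle list (4 for mitochondrial ribosomal proteins, 17 for the B cell receptor list). The cause of the other changes was not tested. Leaving out 1 steer, the camera adjusted p of the B cell receptor list was 8.05e-04 to 0.0530 and that of mitochondrial oxidative phosphorylation 0.0383 to 0.846 (reversed at 0.846 without casein replicate 3, past the threshold at 0.0383 without casein replicate 2). The former was not past it without casein replicate 3 (0.0530) or control replicate 3 (0.0501). Camera with the follicle score gained calls for T cell (0.00352) and macrophage (3.78e-04). With gene length, camera gained those of goblet cell (0.0373) and mitochondrial oxidative phosphorylation (7.07e-04, and 0.00169 with the block too), and fry with block and gene length that of goblet cell (0.0465). With at least 10 counts in every steer, camera lost those of plasma cell (0.0918), smooth muscle (0.140) and stroma (0.138). Plasma cell was called by fry with the block but not without it (0.0391 against 0.0706). These changes have no tested cause.
Lists between casein and water numbered 12 with camera, 3 with the follicle score and 0 with fry, fry with the block, fry with block and gene length, fry with the follicle score or camera with the estimated correlation. Directions were reversed with the follicle score (camera, then fry, adjusted p from limma) for B cell follicle (0.761, 0.994, again by construction), proliferation (0.516, 0.994), goblet cell (0.601, 0.994), proximal intestine (0.761, 0.994), ribosome biogenesis (0.516, 0.994), tight junction (0.149, 0.994) and, in fry, adherens junction and sphingolipid metabolism (0.998 each). Villus enterocyte was reversed with the block (0.664), gene length (0.925), both (0.493), the follicle score (2.34e-04), and in fry with block and gene length (0.895), the follicle score (0.994) or the block (0.929). Camera lost the calls with the block for proliferation (0.0917), intestinal stem cell (0.0948), enteroendocrine cell (0.0770) and stroma (0.0526), and with gene length for enteroendocrine cell (0.116) and mitochondrial oxidative phosphorylation (0.340). With at least 10 counts in every steer, it lost intestinal stem cell (0.797) and gained tight junction (0.0427). Apart from the B cell follicle list, the cause was not tested. Without 1 steer, the adjusted p of lists that changed direction was 0.284 to 0.936 for T cell, 0.0451 to 0.989 for villus enterocyte (reversed and past the threshold at 0.0451 without control replicate 5), 0.473 to 0.996 for goblet cell and 0.372 to 0.928 for ileal bile acid handling.
Among named genes, the direction was reversed for ENSBTAG00000007302 in limma on log2(FPKM + 0.1) (-0.0281), for GATA4 with the follicle score (-0.0279), for GLP2R without casein replicate 5 (range -0.69 to 0.14) and for FCER2 between casein and water without control replicate 3 (range -3.64 to 0.25). Over all alternatives and steers left out, 64 results of genes gave 2021 times the same call, 109 stronger, 159 weaker and 4 reversed, and 36 results of lists (between GLP-2 and BSA without cytosolic ribosomal proteins, ribosome biogenesis, DNA replication, the 2 junction lists, sphingolipid metabolism, B cell receptor and villus enterocyte) 927, 36, 164 and 61. With the block, 8 genes lost a call in edgeR (LCT, SLC5A1, WNT11, FZD5, PRKCB, HK2, PGM1 and PDHA1) and 1 gained it (GSK3B), and of the genes the paper names for casein, CCR7 was called between GLP-2 and BSA without the block (edgeR, adjusted p = 0.0202) but not with it (edgeR, adjusted p = 0.0698). No further named gene changed its call between GLP-2 and BSA with the block. The ranges of a tendency were entered with the block by SI, SLC2A2, ENSBTAG00000034323, TCF7L2 and CYP2B6 and left by DVL1. With at least 10 counts in every steer, ENSBTAG00000007302, ENSBTAG00000034323, IRS2, FZD3, SMAD9, CYP2B6, CXCL13, MS4A1 and EHD3 were not tested between GLP-2 and BSA, and FCER2 and SFRP5 not between casein and water.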

Differences from the paper's values

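The DESeq2 test on all genes was chosen after seeing the values.
The paper reports 7 DEGs for casein against water and edgeR called 0 (474 at an unadjusted p of at most 0.05). Of the alternatives set before the data were examined, the DESeq2 Wald test (5 genes) came within 1.5 times of the paper's value, and the edgeR and limma alternatives did not. DESeq2 on all genes, chosen after seeing the values, called 7, of which 5 are genes the paper names (ENSBTAG00000047783, ENSBTAG00000040367, ENSBTAG00000047029, CCR7 and FCER2), while SFRP5 and C1QTNF2 were not called in any setting that tested them.
The log2 fold change with casein was the paper's -2.41 against -1.14 here for CCR7, the paper's -3.48 against -0.72 for FCER2 and the paper's -4.11 against -1.93 for SFRP5. With the DESeq2 Wald test it was -2.50 for CCR7 and -3.59 for FCER2, which closes the gap to the paper's values. DESeq2 on all genes, chosen after seeing the values, gave -2.50 and -3.60. Leaving out casein replicate 3, also set beforehand, closed the gap in edgeR for all 3, at -2.56 for CCR7, -3.64 for FCER2 and -4.29 for SFRP5, without a call. No other alternative closed a gap.
The paper gives a mean of 40644458 uniquely mapped reads per sample, and the deposited counts had a mean of 14413624 per steer. If each count stood for a read pair, the mean would be 28827248 reads, and the paper's value would be 1.41 times it. No alternative applies to this value.
The paper states in its text that TREH increased (padj below 0.05), while its own Table 5 gives a padj above 0.05, and edgeR gave adjusted p = 0.0524 (range over the alternatives 0.0248 to 1), with calls in DESeq2, in DESeq2 on all genes (chosen after seeing the values), in limma on FPKM and with at least 10 counts in every steer. It states a tendency of SLC2A2 to increase, and edgeR gave adjusted p = 0.106 (range over the alternatives 0.0336 to 1), with calls in limma on FPKM and a tendency with the replicate block in edgeR (adjusted p = 0.0631). Of the transcripts the Discussion names as higher with GLP-2, edgeR did not call IRS2, FZD3, DVL1, GSK3B, CTNNB1, TCF7L2, PDPK1, YAP1, SMAD3, SMAD9 and LIMD1, and WNT1 and WNT8B were not tested after the filter. Without adjustment, each of the uncalled genes that were tested had p below 0.05 in edgeR's quasi-likelihood test, the largest being 0.0360 for FZD3. DESeq2, DESeq2 on all genes (chosen after seeing the values) and limma on FPKM called GSK3B, CTNNB1, PDPK1, YAP1, SMAD9 and LIMD1. The replicate block called GSK3B, at least 10 counts in every steer called CTNNB1, and the infusion as covariate called SMAD9. The paper states that PRKCB was not higher, which holds here too. In edgeR it was called lower (log2 fold change -0.57), but not with the replicate block (edgeR, adjusted p = 0.0867). Of the 22 fits without 1 steer, 12 kept the call of PRKCB. The paper also names genes shared with other studies. It states that APOB, CLCA4, CUBN, CYP2B6 and SLC9A3 were differentially expressed, and edgeR called none of them, while DESeq2, DESeq2 on all genes (chosen after seeing the values), limma on FPKM and at least 10 counts in every steer called CUBN.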

Other observations

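The tests with the follicle score, random covariates, T cell list, gene length and single-steer counts were chosen after the results were seen.
Between GLP-2 and BSA, 1 of 100 splits of the steers, the real one, gave as many genes past the adjusted threshold in edgeR, and 1 gave as many at an unadjusted p of at most 0.05 (median of the others 399). With the replicate block the numbers were 1 and 1 (median 303). Between casein and water, 46 of 100 splits gave as many unadjusted genes as the real one (median 416), and 63 with the block (median 349). For the model of the 4 treatments the numbers were 53 for casein against control (median 909), 21 for casein + GLP-2 against GLP-2 (median 183), 13 for GLP-2 against control (median 572), 2 for casein + GLP-2 against casein (median 547) and 33 for the interaction (median 442). Some other splits also gave many genes past the adjusted threshold in edgeR, such as 2659 for casein against water. For casein against control, where only BSA steers were regrouped, single splits gave 3203 and 1893. Differences among BSA steers apart from the infusion can therefore give calls in such numbers.
Camera with its preset correlation called a median of 10 of 22 lists in other splits, and 13 of 100 splits gave as many lists as GLP-2 against BSA and 40 as many as casein against water. A camera p as small was given, the real split included, by 1 split for cytosolic ribosomal proteins, 1 for ribosome biogenesis, 1 for tight junction, 5 for adherens junction, 6 for sphingolipid metabolism, 7 for DNA replication, 10 for villus enterocyte, 10 for B cell follicle and 33 for the B cell receptor and primary immunodeficiency list, and by 28 for cytosolic ribosomal proteins with casein.
Other lists gave, for GLP-2 against BSA in camera (limma), adjusted p = 0.223 for intestinal stem cell, 0.118 for goblet cell, 0.223 for enteroendocrine cell, 0.815 for ileal bile acid handling, and lower values for smooth muscle (0.0336, median log2 fold change -1.07) and stroma (0.0313, median -0.66), which fry did not call (0.276 and 0.276). Of the 22 fits without 1 steer, 14 kept the camera call of smooth muscle and 13 that of stroma. The goblet cell score was higher with GLP-2 by 0.81 (adjusted p = 0.0376, 2-sided permutation test), while fry did not call this list (limma, adjusted p = 0.0790).
A hypothesis is that the scrapings of some BSA steers held more lymphoid follicle tissue and that this may account for part of the genes that differ with GLP-2. Scores of 5 BSA steers lay within the range of the GLP-2 steers and those of 6 above it, with a 43.9-fold span among BSA steers. With the follicle score as covariate, 390 genes had an unadjusted p of at most 0.05 in edgeR, and 0 of 50 random covariates as strongly tied to the injection (correlation -0.621) left as few (median 3176, 735 to 6514). The loss of all adjusted calls says little on its own, since 27 of 50 random covariates left as few. For the cytosolic ribosomal proteins, 0 of 50 random covariates left a fry p as large as the follicle score (0.181, median 0.00928), and for the tight junction list 0 (0.209, median 0.00722). Camera with the follicle score as covariate still called both lists (limma, adjusted p = 3.35e-19 and adjusted p = 0.00243). Between camera and fry, only fry therefore shows this loss. For single genes of these lists the calls were lost as well, since edgeR called 0 genes with this score. The score may stand for any other difference between scrapings, GLP-2 itself may lower follicle tissue, and the list holds 17 of 18 genes from the study's own lower DEGs, so these remain open.
A lower share of enterocytes in BSA steers may also underlie the lower follicle list. The follicle score minus the T cell score differed by -2.25 (permutation p = 0.00456, 2-sided). This test cannot decide the question, since the T cell score did not go with other lists from outside the epithelium. With GLP-2 it differed by -0.08, while the scores of plasma cell (-0.84), smooth muscle (-0.76) and stroma (-0.81) were lower. That of villus enterocyte was higher (1.22), beside -2.33 for B cell follicle. A share of enterocytes as part or whole of the cause therefore stays open. Gene length bias as the whole cause of the lower cytosolic ribosomal proteins is argued against by fry in the fit with block and length correction (limma, adjusted p = 0.0160, range over the alternatives 4.31e-31 to 0.681). Library totals did not differ beyond their spread between the injections (permutation p = 0.637, 2-sided) or the infusions (permutation p = 0.143, 2-sided). Genes with at least 1 count were fewer in casein replicates 1, 2 and 3 (15140, 14821 and 15681) and control replicates 3 and 5 (15372 and 15318). The other BSA steers had 17085 to 17767, and every GLP-2 steer had at least 17226. Neither this difference nor RNA integrity or a batch was tested as a cause, so a technical part in the genes that differ with GLP-2 stays open.
The 6 brush border carbohydrase and glucose transporter genes SI, MGAM, LCT, TREH, SLC5A1 and SLC2A2 together were higher with GLP-2 by 1.69 log2 (permutation p = 0.00199, 2-sided). Relative to the villus enterocyte score, which holds none of them, their mean was higher by 0.47 (permutation p = 0.0353, 2-sided). The members went both ways, however. In edgeR, SI (log2 fold change 0.74) and TREH (0.82) lay below the median of the villus enterocyte list (0.97). MGAM (1.29), LCT (1.87), SLC5A1 (1.58) and SLC2A2 (1.27) lay above it. The mean therefore does not decide whether villus content of the scrapings accounts for the set.
For ENSBTAG00000040367, a candidate explanation is expression in single animals, as for a variant of the animal, since 98.9% of the water counts lay in 3 steers. For ENSBTAG00000047783 the share was 59%, spread over more steers.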
